# Loss of TRPV4 reduces pancreatic cancer growth and metastasis

**DOI:** 10.1172/jci.insight.196280

**Published:** 2025-10-16

**Authors:** Joelle M.-J. Romac, Sandip M. Swain, Nidula Mullappilly, Bandana Bindhani, Rodger A. Liddle

**Keywords:** Gastroenterology, Oncology, Cancer, Fibrosis, Ion channels

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is a rapidly metastasizing cancer characterized by a dense desmoplastic stroma composed of extracellular matrix (ECM) proteins, which complicates treatment. Upon stimulation, pancreatic stellate cells (PSCs) differentiated into cancer-associated fibroblasts (CAFs) that are the source of ECM and cytokines in PDAC. We previously reported that mechanical stress activates PSCs and induces fibrosis through mechanical ion channel PIEZO1-mediated TRPV4 channel activation, but its role in PDAC remains unclear. Here we report that pathological activation of PIEZO1 differentiated human PSCs into an inflammatory CAF phenotype that expresses chemoresistance and cancer stemness markers CD10 and GPR77. In an orthotopic PDAC model, TRPV4-KO mice exhibited a significant reduction in tumor size, circulating inflammatory cytokines, tissue inhibitor of metalloproteinases-1 (TIMP1), and premetastatic niche markers, serum amyloid A (SAA) proteins. A similar trend was observed in mice lacking functional PIEZO1 in PSCs. The livers of TRPV4-KO mice exhibited fewer cancer cell microlesions, lacked macrotumors, produced lower levels of inflammatory protein S100A8, and developed fewer inflammatory cell clusters. In orthotopic and genetically engineered models of PDAC, these mice also had improved survival, suggesting that blocking TRPV4 channels may be a promising therapeutic target for PDAC.

## Abstract 2

<span>TRPV4 deletion in mice significantly reduced PDAC growth, metastasis and improved survival, suggesting that a </span><span>TRPV4 blocker could be beneficial in treating PDAC patients.</span>

## Introduction

Pancreatic cancer is the third leading cause of cancer death in the United States, with an overall 5-year survival rate of 13% (1). It has become one of the deadliest cancers due to difficulty in early diagnosis and resistance to treatment. Pancreatic ductal adenocarcinoma (PDAC) is the most prevalent form of pancreatic cancer, comprising 90% of all pancreatic cancers (2). Currently, the lack of methods for early detection and the unique features of the tumor, characterized by a dense desmoplastic stroma, contribute to the poor outcome of this disease (3). This stroma, making up 80% of the tumor mass (4), consists of ECM proteins, such as fibronectin, collagen, hyaluronan, and laminin, produced by cancer-associated fibroblasts (CAFs), as well as infiltrating immune and endothelial cells (3, 5–8). Dense desmoplastic stroma acts as a barrier that collapses the microvasculature, thereby preventing chemotherapeutics from accessing tumor cells (6). Recently, distinct subtypes of CAFs have been identified within this stroma (9–13). Among these, α-smooth muscle actin–positive (α-SMA^+^) and fibroblast activation protein–positive (FAP^+^) CAFs, often referred to as myofibroblasts (myCAFs), are located near PDAC cells (11, 14) and may play a role in inhibiting tumor growth (15). In contrast, FAP^+^ CAFs that are situated farther from the tumor exhibit low levels of α-SMA and high levels of inflammatory cytokines such as IL-6, IL-11, and Leukemia inhibitory factor (LIF), categorizing them as inflammatory CAFs (iCAFs) (9–12, 14). Single-cell RNA-Seq has identified a third subtype known as antigen-presenting CAFs (apCAFs), which express CD74 and MHC class II antigens, hence displaying immune-modulatory functions; however, they are found in fewer numbers in human PDAC, and their precise role remains unclear (14). Furthermore, a subset of CAFs positive for the surface markers CD10 and GPR77 is associated with chemoresistance, cancer cell stemness, and poorer survival rates in solid tumors, including breast and lung cancers (16). In the context of PDAC, CD10^+^ PSCs significantly enhance the invasiveness of cancer cells, but the mechanistic role of CD10^+^GPR77^+^ CAF in pancreatic cancer progression and metastasis is unknown (16, 17).

Pancreatic cancer is known for its aggressive metastasis, with over half of patients presenting with metastases at the time of diagnosis, primarily affecting the liver (18, 19). This process is facilitated by the creation of a prometastatic environment, which allows circulating cancer cells to thrive (19). The iCAFs are derived from pancreatic stellate cells (PSCs), which account for 10% of total CAFs and produce high levels of IL-6 (12). iCAFS are the main cells expressing the cytokine in an organoid model of PDAC (20). IL-6 activates STAT3 signaling in hepatocytes, leading to the increased production of serum amyloid A1 and A2 (SAA1/2), proteins essential for the innate immune response (11, 12, 18, 21, 22). SAA1/2 expression is under the control of the inflammatory cytokines IL-6, IL-1β, and TNF (22). In PDAC, the persistent expression of SAA triggers chronic inflammation, promoting myeloid cell infiltration and aiding metastasis through the IL-6/STAT3/SAA signaling pathway (18).

Immune system imbalance contributes to PDAC progression (23, 24). CAFs promote an immunosuppressive microenvironment by induction and accumulation of M2-polarized tumor-associated macrophages (TAM), which secrete TNF-α, TGF-β, and IL-6, leading to PDAC progression and metastasis (8, 25, 26). CAF-derived IL-6 and GM-CSF cooperate to induce transdifferentiation of tumor-resident macrophages to M2 macrophages (8). Therefore, iCAFs are most likely responsible for inducing M2 polarization. In pancreatic cancer, overexpressed inflammatory proteins S100A8 and S100A9 are released by monocytes and neutrophils and attract inflammatory cells to the tumor site. This interaction stimulates tumor cells to produce proinflammatory cytokines, fueling further immune responses and promoting cancer cell invasion and migration (27–29). Additionally, the tissue inhibitor of metalloproteinase I (TIMP1) is elevated in many cancers, including PDAC, which correlates with poor prognosis (30, 31). TIMP1 exhibits multiple functions (32), and inhibition of metalloproteases was the first recorded function of TIMP1. TIMP1 also acts as a cytokine, influences the premetastatic niche by activating hepatic stellate cells, and induces the formation of neutrophil extracellular traps (NETs), which are composed of DNA fibers and proteins from neutrophils such as histone, myeloperoxidase (MPO), and elastase (33, 34). Those NETs trigger ECM remodeling and fibrosis within the tumor microenvironment (35).

PDAC is characterized by a tumor microenvironment that exhibits biomechanical alterations in which tumor cells initially increase intratumoral pressure (3, 5–8). Recent evidence indicates that PDAC cells can produce ECM along with CAFs, creating a mechanically stiff environment (3, 5, 36–38). Interstitial fluid pressure is significantly higher in Kras and p53 mutant tumors than in normal pancreatic tissue, emphasizing the roles of solid stress, fluid pressure, and microarchitecture in PDAC (6, 37). We previously reported that the pancreas is sensitive to pressure due to the expression of the calcium-permeable mechanically activated ion channel, PIEZO1 (39–41). Increased intraductal pressure activates PSCs via PIEZO1-mediated TRPV4 signaling, producing sustained calcium influx resulting in a fibrogenic response (40). This sensitivity of PSCs to pressure plays a critical role in the development of pancreatic fibrosis, emphasizing the involvement of PIEZO1 and TRPV4 in this pathological process (40). While much is known about the effects of mechanical stress on cancer cell behavior and PSCs, the specific roles of PIEZO1 and TRPV4 in PDAC remain unexplored. This study highlights the critical role of PIEZO1/TRPV4 in the differentiation of PSCs into an iCAF phenotype, which significantly influences PDAC growth and metastasis in orthotopic and genetically engineered mouse models of PDAC.

## Results

### Activation of PIEZO1 by Yoda1 in human stellate cells induces differentiation into a FAP^up^-iCAF phenotype.

Human stellate cells are sensitive to mechanical activation through their expression of PIEZO1 (40). PIEZO1 is a mechano-gated ion channel that is primarily permeable to Ca^2+^ (42). Yoda1, identified as a specific agonist for PIEZO1 channels, was discovered following the screening of 3.25 million synthetic molecules (43). Here, we demonstrate that selective stimulation of PIEZO1 using the chemical agonist Yoda1 increased the expression levels of the cytokines IL-6, IL-8, and IL-11 while decreasing α-smooth muscle actin gene (ACTA2) expression; which is characteristic of iCAFs (Figure 1A) (11). 

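RNA-Seq was performed on mouse pancreatic stellate cells (PSCs), treated either with the PIEZO1 agonist Yoda1 at 25 μM or with its solvent DMSO. There were 3 libraries per treatment, and each replicate number stands for one cell preparation that was given both treatments. The Methods give a treatment time of 24 hours, and the legend of Supplemental Figure 1 gives 72 hours. For each gene listed, the authors deposited gene counts divided by one size factor per library, together with their own fold changes and p-values. Of the 98886 deposited values, 100% were whole multiples of one step per library, so the reads could be recovered. Between 27312894 and 39070539 reads per library had been counted on the listed genes. The deposited values were analyzed on the log2 scale after adding a pseudocount of 1. A gene was tested when its value was at least 10 in at least 3 libraries, which left 15145 genes. Yoda1 was compared with DMSO by limma's moderated test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and a log2 fold change over 1 in either direction were counted. By this threshold, 111 genes were higher and 119 genes were lower with Yoda1. Libraries of the same preparation deviated from their treatment means in a similar way, with correlations across genes of 0.43, 0.26 and 0.53 for the 3 preparations, and genes are not independent replicates. With the preparation added to the model as a replicate block, 252 genes were higher and 200 were lower, and these included all of the 111 and 119 genes. Among the alternatives set beforehand that kept every library and both parts of the threshold, the block moved the number of higher genes most. In the authors' deposited comparison, 109 of the 111 and 117 of the 119 genes also passed the threshold.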

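Among genes past the threshold whose treatments did not overlap and whose mean was at least 1 CPM, counts scaled to library size, the 5 with the largest increases were Prl2c3, Mmp13, Derl3, Itgb7 and Fgfbp1. Mmp13 (ENSMUSG00000050578, chromosome 9 from 7272514 to 7283331 of GRCm38), a collagenase, had a deposited value of 60.8 ± 16.8 (SD, n = 3) with DMSO and 985 ± 546 (SD, n = 3) with Yoda1. Its log2 fold change was 3.89 (standard error 0.41, adjusted p = 0.010 by limma), and it stayed between 3.47 and 4.24 with each library left out in turn. By the same rule, the 5 largest decreases were those of Heyl, Wisp2, Slc1a6, Dgkk and Cxcl10. Heyl (ENSMUSG00000032744, chromosome 4 from 123233556 to 123249875) had a deposited value of 183 ± 64.7 (SD, n = 3) with DMSO and 20.3 ± 4.01 (SD, n = 3) with Yoda1, a log2 fold change of -3.07 (standard error 0.28, adjusted p = 0.0076 by limma). The channel gene Piezo1 itself, at 15857 ± 1355 (SD, n = 3) with DMSO, had a log2 fold change of -0.08 (standard error 0.09, adjusted p = 0.62 by limma). Genes were then ranked by the signed square root of the limma test's F, and lists of genes were tested by preranked enrichment with fgsea, as the Hallmark sets themselves were not at hand. The lists were written from general knowledge before the data were examined, and p-values were adjusted over 8 lists. Of 73 genes on the IL-6/JAK/STAT3 list, 67 were tested, and 36 of them were higher with Yoda1. The normalized enrichment score of this list was 1.22 (adjusted p = 0.20 from fgsea's permutation test), so its enrichment did not pass 0.05. With the replicate block, the score was 1.37 (adjusted p = 0.11 from the same permutation test). Hmox1, Csf1, Stat2, Cxcl10 and Ptpn11 had the smallest p of the list, with log2 fold changes of 1.18 for Hmox1, -0.45 for Csf1, 0.78 for Stat2, -2.61 for Cxcl10 and -0.28 for Ptpn11. Of 90 genes on the inflammatory response list, 78 were tested, and 36 of them were higher with Yoda1. Its normalized enrichment score was -0.96 (permutation test, adjusted p = 0.59), and with the replicate block it was -1.21 (adjusted p = 0.24). Leaving out one library in turn moved the score of the IL-6/JAK/STAT3 list between -0.99 and 1.47 and that of the inflammatory response list between -1.56 and 1.36. The latter was reversed, to 1.05 without DMSO replicate 1, 1.03 without DMSO replicate 3 and 1.36 without Yoda1 replicate 1.

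**Figure D1:**
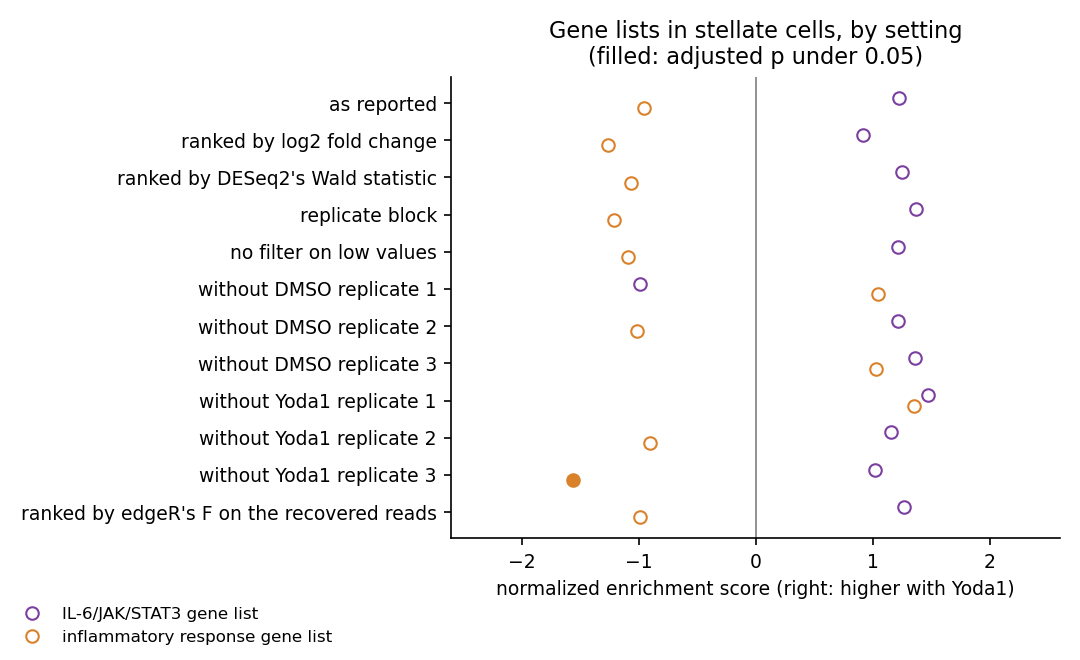
Normalized enrichment score of the IL-6/JAK/STAT3 and inflammatory response gene lists in PSCs (x axis, no unit) under each setting (y axis), with a filled point where the adjusted p is under 0.05. As reported, the scores are 1.22 and -0.96, and both points are open.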

Gene set enrichment analysis of RNA-Seq of Yoda1-treated murine stellate cells indicated that HALLMARK IL-6_JAK_STAT3_ signaling and HALLMARK inflammatory response were upregulated (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.196280DS1). In addition to these inflammatory mediators, expression of FAP, a marker of tumorigenicity in PDAC, was upregulated (Figure 1B) (44). In 2019, Elyada et al. classified inflammatory (iCAF), myofibroblast (myCAF), and antigen-presenting (apCAF) phenotypes (14). Recently, an in-depth study using single-cell RNA-Seq identified 6 clusters of CAFs based on genes commonly expressed in CAFs and genes specific to each subset (45). iCAF, myCAF, and apCAF were part of 3 nonoverlapping clusters. High expression levels of FAP were associated with poorer survival rates. In contrast, higher levels of SMA correlated with better survival outcomes (45). Moreover, in a Kras genetically engineered mouse model (GEMM), reducing FAP levels led to a significant decrease in tumor progression (46, 47).

We found that PIEZO1 activation increased expression of CD10 and GPR77 (Figure 1C). CD10^+^ and GPR77^+^ CAFs have been shown to promote cancer cell stemness and metastasis (16, 17). Interestingly, glial fibrillary acidic protein (GFAP), a marker for PSCs (40), and CD10 are coexpressed in the same cells throughout the stroma of human PDAC (Figure 1D and Supplemental Figures 2 and 3). Similar numbers of CD10^+^ or GFAP^+^ cells were present in the PDAC tissue (905 CD10^+^ and 842 GFAP^+^ cells per mm² area, respectively). Of those, 268 cells per mm^2^ area were both GFAP^+^ and CD10^+^. In contrast, we could not detect a cell expressing both CD10 and GFAP in normal pancreas. Overall, fewer CD10- or GFAP-expressing cells were present in the normal tissue (159 CD10^+^ or 63 GFAP^+^ cells per mm² area) (Figure 1E). We previously demonstrated that PIEZO1 and TRPV4 are expressed in human PSCs (40). In human PDAC, PIEZO1 and TRPV4 are also coexpressed in the same cells (Figure 1, A–F, and Supplemental Figure 4). Moreover, these cells exhibit high expression of markers associated with tumor progression (FAP) and cancer cell survival (CD10 and GPR77). Realizing that pathological PIEZO1 activation is linked to downstream activation of TRPV4 in chronic pancreatitis and inflammation (40), we next investigated the potential role of TRPV4 in PDAC.

### Loss of TRPV4 reduces tumor growth and metastatic niche formation.

We used an orthotopic model of PDAC to determine whether PIEZO1 or TRPV4 would influence tumor development and/or metastasis. We first used a genetically modified mouse line in which PIEZO1 was deleted in GFAP-expressing cells (Piezo1^GFAP^ KO), thereby eliminating PIEZO1 in PSCs (40). KPCY cells bearing mutations in Kras and P53 genes express the yellow fluorescent protein used as a tracer (48). KPCY cells were injected into the tail of the pancreas of WT, Piezo1^GFAP^ KO, or TRPV4-KO mice (Figure 2A). TRPV4 KO is a global KO; however, the KPCY cells carry functional TRPV4. Twenty days after surgery, pancreatic tumor weights were lower in TRPV4-KO mice, indicating that the absence of TRPV4 in the stroma substantially reduced tumor growth (Figure 2, B and C). Tumors from Piezo1^GFAP^ KO were reduced albeit not significantly. Serum levels of IL-6, a cytokine known to activate hepatocytes and trigger premetastatic niche formation (19), were significantly reduced in TRPV4-KO mice (Figure 2D). Circulating levels of TIMP1, which is also known to activate hepatic stellate cells and promote the premetastatic niche (33), were also significantly reduced in TRPV4-KO mice (Figure 2E).

Previously, it has been demonstrated that IL-6 produced by pancreatic tumors induced hepatocyte *Saa1/Saa2* genes expression (19). SAA proteins are chemoattractants for myeloid cells, neutrophils, and monocytes and are considered markers for metastatic niche formation. Circulating levels of SAA proteins were significantly reduced in TRPV4-KO mice after orthotopic KCPY cell injection (Figure 2F) and correlated with a significant reduction in liver expression of *Saa1/Saa2* genes in TRPV4-KO mice (Figure 2G), indicating that hepatocytes were responsible for the increase in circulating SAA proteins. We observed a significant reduction in circulating SAA protein in Piezo1^GFAP^ KO mice. Expression of liver *Saa1/Saa2* genes was also reduced, albeit not significantly. Differentially expressed hepatic genes from WT versus TRPV4-KO mice were analyzed using RNA-Seq. 

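Livers were taken 20 days after 100000 KPCY cells, a mouse pancreatic cancer cell line, had been injected into the pancreas. The RNA-Seq libraries came from 2 WT mice and 3 TRPV4-KO mice, and a further 3 libraries came from WT mice given the TRPV4 antagonist GSK219. The authors deposited the counts of reads on each gene without normalization, for 54532 genes with GRCm38 coordinates. The total per liver lay between 15567031 and 17395299 counts, with a median of 16236327 in WT, 16766438 in TRPV4-KO and 16164119 in GSK219 livers. The 10 genes with the most counts took between 14.0% and 17% of a library. Counts were normalized by edgeR's TMM method, and 15118 genes passed edgeR's filter on low counts with its minimum count of 10. All 8 livers were fitted together, because WT had only 2, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Standard errors of liver log2 fold changes were derived as the absolute log2 fold change over the square root of that test's F, and are approximate. The threshold was the one in the paper's Figure 3A, an adjusted p under 0.05 and a log2 fold change over 1. Counts varied between livers of one group with a biological coefficient of variation of 28.3%. Replicates differed by more than counting noise (chi-square per degree of freedom from 18.5 to 123 between livers of a group). The targeted gene Trpv4 (ENSMUSG00000014158, chromosome 5 from 114622152 to 114658421) had counts of 43 and 53 in the WT livers and of 15, 5 and 23 in the TRPV4-KO livers. After normalization this was 2.87 ± 0.30 (SD, n = 2) CPM in WT and 0.87 ± 0.51 (SD, n = 3) in TRPV4-KO, a log2 fold change of 1.71 (standard error 0.50, adjusted p = 0.16 by edgeR). Reads of the X-linked transcript Xist were found in WT replicate 1, TRPV4-KO replicate 3 and GSK219 replicate 3 (14224, 15754 and 13681 counts), and reads of Y-linked genes in the other 5 livers (from 2332 to 2748 counts). Each group thus held 1 liver with Xist reads.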

A volcano plot (Figure 3A) depicted 344 genes that were more highly expressed in WT versus TRPV4-KO mice, including *Saa1*, *Saa2*, *S100a8*, *S100a9*, *Mpo*, *Elane*, *Cd177*, C*cl6*, and *Cxcr2*. 

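Between WT and TRPV4-KO livers, 23 genes were higher and 17 were lower in WT by this threshold, and 2586 genes had an unadjusted p under 0.05. Of the 9 genes named at the volcano plot, 4 passed the threshold over all genes tested, namely Saa2, S100a8, Cd177 and Cxcr2. When p was adjusted over the 9 genes alone, 9 passed, though a list that comes from calls on these data shows no stability by passing. All 9 were higher in each of the 2 WT livers than in any TRPV4-KO liver, with log2 fold changes from 2.65 to 5.48. It follows that they were also higher in WT within the 2 livers with Xist reads and within the 3 livers with Y-linked reads. With 1 WT liver on each side, this adds no evidence beyond that separation. Saa2 (ENSMUSG00000057465, chromosome 7 from 46751790 to 46754313) encodes an acute-phase serum protein. It had 4620 ± 930 (SD, n = 2) normalized CPM in WT and 226 ± 56.3 (SD, n = 3) in TRPV4-KO, a log2 fold change of 4.36 (standard error 0.56, adjusted p = 0.038 by edgeR). Its neighbor Saa1, with 5240 ± 1047 (SD, n = 2) and 552 ± 82.0 (SD, n = 3), had a log2 fold change of 3.25 (standard error 0.50, adjusted p = 0.061 by edgeR). Cxcr2 (ENSMUSG00000026180, chromosome 1 from 74153989 to 74161246) had counts of 35 and 37 in WT and of 4, 4 and 2 in TRPV4-KO, a log2 fold change of 3.33 (standard error 0.43, adjusted p = 0.028 by edgeR). Cd177 had at most 3 counts in any TRPV4-KO liver, so its expression in WT was at least 17.2-fold higher. Ccl6, at 78.9 ± 33.4 (SD, n = 2) CPM in WT and 12.6 ± 4.62 (SD, n = 3) in TRPV4-KO, had a log2 fold change of 2.65 (adjusted p = 0.077 by edgeR).
Among genes past the threshold whose groups did not overlap and whose mean was at least 1 CPM, the 5 largest increases in WT were those of Gm5345, 2610507I01Rik, Cd177, Saa2 and Cep83os, and the 5 largest decreases were those of Gm8730, Gm12248, Gm9625, Gm12247 and Gm1821. Gm8730 and Gm9625 share sequence with Rplp0, the ribosomal protein gene near Trpv4, and the counts of these 3 genes summed had a log2 fold change of 0.14 (adjusted p = 0.63 by edgeR). The number of genes higher in WT moved most with DESeq2 in place of edgeR, which called 363 higher and 119 lower, among the alternatives set beforehand that kept every liver. Livers with the same replicate number in different groups had deviations from their group means that correlated across genes by 0.14 on average (from -0.48 to 0.58). Livers with the same kind of sex reads correlated by 0.43 on average (11 pairs, from 0.15 to 0.63). Deviations within a group sum to 0, and those of the 2 WT livers are exact opposites, so these pairs are not independent and the negative correlations of livers with different kinds are not separate evidence. With the replicate number added as a block, 351 genes were higher and 78 were lower in WT. Of the 9 named genes, 7 then passed the threshold, while Saa2 no longer did (adjusted p = 0.055 by edgeR). As WT has no replicate 3, this fit leans on TRPV4-KO replicates 1 and 2. With a term for the sex reads in place of the block, added after the data had been seen, 252 genes were higher and 73 were lower, and 9 of the 9 named genes passed.

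**Figure D2:**
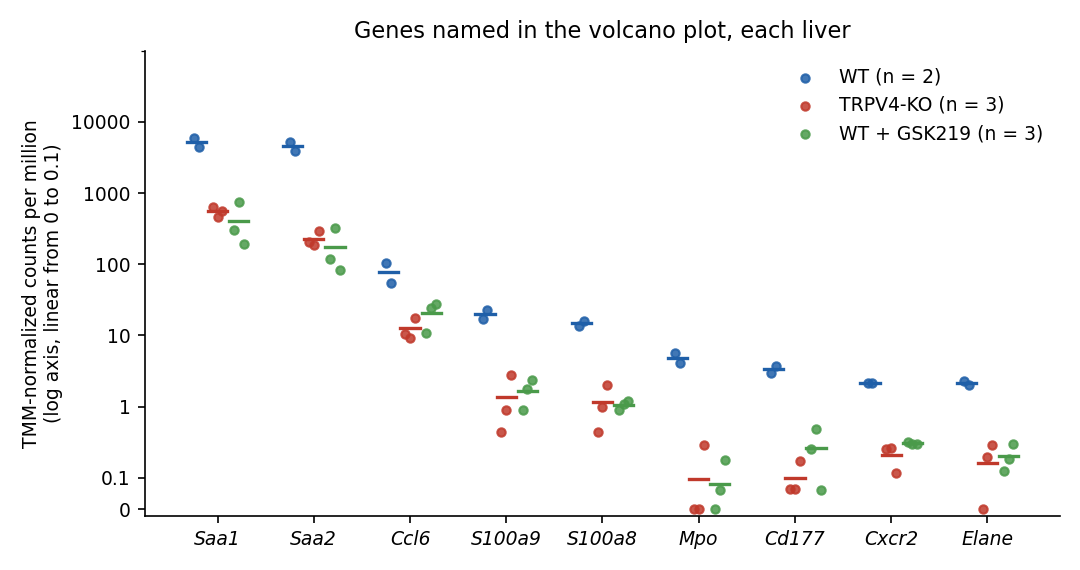
TMM-normalized CPM (y axis, log scale, linear from 0 to 0.1) of the 9 genes named at the volcano plot (x axis), with a point per liver and a bar at each group's mean for WT (n = 2), TRPV4-KO (n = 3) and WT + GSK219 (n = 3). In each of the 9 genes, both WT livers lie above every TRPV4-KO liver and every GSK219 liver.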

Some of these genes are either selectively (e.g., *Elane*, *Cd177*) or predominantly (e.g., *Mpo*, *Cxcr2*) expressed in neutrophils (49–52). 

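Elane (ENSMUSG00000020125, chromosome 10 from 79886247 to 79888215), which encodes neutrophil elastase, had counts of 37 and 34 in the WT livers and of 0, 3 and 5 in the TRPV4-KO livers. Its expression in WT was 12.5-fold higher, a log2 fold change of 3.64 (standard error 0.72, adjusted p = 0.095 by edgeR). With each liver but TRPV4-KO replicate 3 left out in turn, the log2 fold change lay between 3.09 and 3.77. Mpo (ENSMUSG00000009350, chromosome 11 from 87793581 to 87804413), which encodes myeloperoxidase, had counts of 92 and 70 in WT and of 0, 0 and 5 in TRPV4-KO. It was 44.7-fold higher in WT, a log2 fold change of 5.48 (standard error 0.93, adjusted p = 0.069 by edgeR), and was 4.95 at its lowest on the log2 scale when the same livers were left out. At these low counts the fold rests on TRPV4-KO replicate 3, the only liver of that group with more than 3 counts of Mpo or Elane. Without it, Mpo is at 0 counts in the group, so no fold is given. With the replicate number as a block, there is no WT liver to pair with replicate 3, and the comparison leans on TRPV4-KO replicates 1 and 2, so only the adjusted p is given, 0.044 for Elane and 0.012 for Mpo by edgeR. Over all settings but the test against the fold-change threshold and the fits with 1 WT liver, the adjusted p ranged from 0.0018 to 0.30 for Elane and from 2.8e-07 to 0.22 for Mpo.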

Notably, the expression of the *Elane* and *Mpo* genes, which indicate neutrophil infiltration, increased by 13-fold and 48-fold, respectively. *S100a8* and *S100a9* genes are highly expressed in neutrophils (53) and activated macrophages (54). *Ccl6* is expressed in myeloid cell lineages (55) and is involved in metastatic tumor growth (56). The chemoattractant proteins S100A8/A9 are involved in myeloid cell migration (57, 58), and the neutrophil-specific CD177 may facilitate transendothelial migration of neutrophils (59). CXCR2 contributes to metastatic niche formation (60), and neutrophil elastase is involved in ECM remodeling and awakening dormant cancer cells (61). The gene ontology (GO) enrichment scatter plot (Figure 3B) and bar graphs (Figure 3C) indicated that genes involved in migration and chemotaxis of cells from the innate immune system (leukocytes, neutrophils, granulocytes) were upregulated in WT animals (Figure 3C). 

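Without gene ontology annotation at hand, 17 gene families were defined by their symbols beforehand. Of these, 14 matched terms of Figures 3 and 6 and 3 served for comparison. Each family was tested for over-representation among the 23 genes higher in WT against all 15118 genes tested, by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the families. None passed an adjusted p of 0.05. The smallest p was that of the S100 proteins, with 1 of 8 tested members called (Fisher's exact test, p = 0.012, adjusted p = 0.21). Chemokine receptors had 1 of 17 members called (Fisher's exact test, p = 0.026, adjusted p = 0.22). In all, 2 of the 17 families had an unadjusted p under 0.05. By camera, a test that uses every gene's statistic rather than the called genes alone, 14 families were higher in WT. For chemokine receptors camera gave an adjusted p of 5.4e-07 over 17 members, for chemokine ligands 0.00069 over 19 members, and for the S100 proteins 0.00070. As camera was run with an assumed correlation between genes of 0.01, its p here and below treats the genes of a family as nearly independent. With the calls from the fit that had the replicate number as a block, 11 families were over-represented, and with those of DESeq2 12 were. None of the comparison families, the ribosomal proteins, cytochromes P450 and olfactory receptors, passed in these 4 tests of WT against TRPV4-KO.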

In WT animals, there was a significant increase in cellular components associated with the ECM and enhanced cytokine-related functions, emphasizing the inflammation and extracellular remodeling in WT animals that promote metastasis (Figure 3C).

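Among families of the extracellular matrix, 0 of 28 collagens and 0 of 26 matrix metalloproteinases, ADAMTS proteases and TIMPs were among the genes called higher in WT by edgeR. For laminins, fibronectin and small proteoglycans 1 of 37 members was called (Fisher's exact test, p = 0.055, adjusted p = 0.28). By camera, the adjusted p was 0.00029 for the collagens, 3.7e-06 for the metalloproteinase family and 5.4e-07 for the laminin family. Interleukin and other cytokine receptors had 1 of 45 members called (Fisher's exact test, p = 0.066, adjusted p = 0.28), and camera gave an adjusted p of 1.1e-05. With the replicate block, 8 of 37 laminin family members, 3 of 26 in the metalloproteinase family (Fisher's exact test, adjusted p = 0.037) and 0 of 28 collagens were called. With DESeq2, 5 of 26 in the metalloproteinase family (Fisher's exact test, adjusted p = 0.00097) and 4 of 28 collagens (adjusted p = 0.0066) were called.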

Liver mRNA levels for the *S100a8* and *S100a9* genes were significantly higher in WT versus TRPV4-KO animals after orthotopic injection (Figure 4A). Immunofluorescence staining of liver sections also indicated that S100A8^+^ cells were more abundant in the WT animals versus TRPV4-KO animals (Figure 4, B and C). These results align with the data extracted from RNA-Seq, highlighting the significance of TRPV4 in the chemotaxis of innate immune cells to the liver. 

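In the RNA-Seq libraries, S100a8 (ENSMUSG00000056054, chromosome 3 from 90668978 to 90670035) had counts of 220 and 274 in the WT livers and of 7, 15 and 35 in the TRPV4-KO livers. This was 14.8 ± 1.67 (SD, n = 2) and 1.15 ± 0.81 (SD, n = 3) normalized CPM, a log2 fold change of 3.67 (standard error 0.47, adjusted p = 0.028 by edgeR). S100a9 (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) had 20.0 ± 4.34 (SD, n = 2) in WT and 1.38 ± 1.24 (SD, n = 3) in TRPV4-KO, a log2 fold change of 3.84 (standard error 0.64, adjusted p = 0.069 by edgeR). With the replicate number as a block, the adjusted p was 0.0090 for S100a8 and 0.0061 for S100a9 by edgeR. As WT has no replicate 3, that fit leans on TRPV4-KO replicates 1 and 2. TRPV4-KO replicate 3 had the highest counts of both genes in its group, and the labels do not pair livers by number. The difference between the groups was larger than the spread between livers for both genes, as the highest TRPV4-KO liver had 35 counts of S100a8 and 48 of S100a9 against at least 220 and 273 in WT. The paper sets its RT-PCR of S100a8 and S100a9 and its staining for S100A8+ cells beside the RNA-Seq data, and stresses the role of TRPV4 in the movement of innate immune cells into the liver.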

Based on the preceding experiments, it appeared that genetic deletion of TRPV4 was responsible for a reduction in tumor development and metastasis in an orthotopic model of PDAC. To determine whether pharmacological inhibition of TRPV4 would reduce the growth and spread of pancreatic cancer, we utilized a commercially available TRPV4 blocker (GSK2193874, referred to as GSK219) to assess its effects in an orthotopic model of PDAC. We treated mice with GSK219 for 20 days after orthotopic injection of KPCY cells (Figure 5). Circulating blood levels of IL-6 and TIMP1 were significantly reduced in treated animals (Figure 5, C and D). Levels of the metastatic niche formation markers SAA (Figure 5E) were also reduced and correlated with decreased hepatic gene expression (Figure 5F). From RNA-Seq data analysis, we noted that the same genes/pathways were affected in TRPV4 antagonist–treated WT animals and TRPV4-KO mice (Figure 3, A–C, and Figure 6, A–C).

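GSK219 is an antagonist of the TRPV4 channel, given daily by gavage at 10 mg/kg. The 3 livers of WT mice given GSK219 were compared with the same 2 WT livers that served for TRPV4-KO. The fit of 8 livers and the threshold were the same. It is not stated whether these WT mice were given the drug's carrier by gavage. The comparison therefore cannot part the drug from its daily gavage. Here 0 genes were higher and 0 were lower in WT, while 1242 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.063. As a consequence, 0 genes were higher in WT in both comparisons. DESeq2 in place of edgeR called 64 genes higher and 10 lower, the largest move among the alternatives set beforehand, and 58 genes were then higher in WT in both comparisons. With the replicate number as a block, 9 genes were higher and 0 lower, and 9 were higher in both comparisons. With the term for sex reads, added after the data had been seen, 2 were higher and 2 lower, and 1 of the 9 genes named at the volcano plot passed. Of the 9 genes named at the volcano plot, 0 passed the threshold over all genes tested and 9 when adjusted over these genes alone, and all 9 were higher in each WT liver than in any GSK219 liver. The paper named these genes as higher in the same 2 WT livers than in TRPV4-KO, so neither 9 is independent support. The fitted log2 fold changes of the 9 genes lay between 1.91 and 5.78, the latter for Mpo. Saa2 had 175 ± 129 (SD, n = 3) normalized CPM in GSK219 livers, a log2 fold change of 4.72 (standard error 0.57, adjusted p = 0.17 by edgeR), and S100a9 had 1.65 ± 0.73 (SD, n = 3), a log2 fold change of 3.58 (standard error 0.63, adjusted p = 0.34 by edgeR). Mpo had at most 3 counts in any GSK219 liver, so its expression in WT was at least 25.9-fold higher. Of the 40 genes that differed between WT and TRPV4-KO, 33 had a log2 fold change of the same direction against GSK219. Across genes, the log2 fold changes of the 2 comparisons correlated by 0.69, but genes are not independent replicates and both comparisons share their WT livers. With one WT liver for each comparison, so that none was shared, the correlation was 0.19 on average, against 0.82 when the same WT liver was used for both. As the 2 WT livers also differ in their sex reads, this contrast mixes sharing with sex. None of the 17 gene families was over-represented among called genes, as none were called, whereas camera found 14 higher in WT than in GSK219 livers. With the replicate block, 1 family was over-represented, the S100 proteins.

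**Figure D3:**
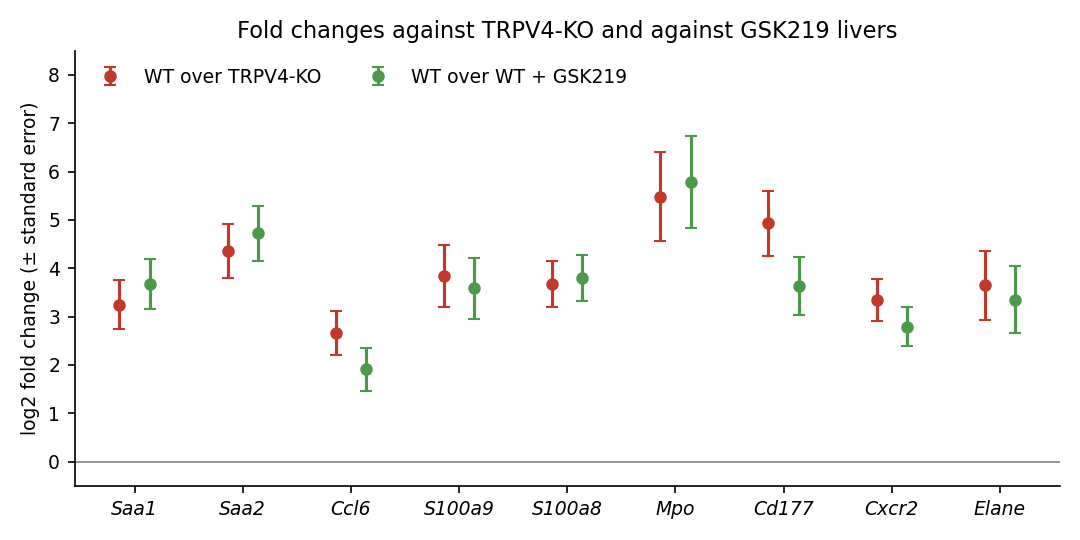
Log2 fold change (y axis, ± approximate standard error derived from edgeR's F) of the 9 named genes (x axis) for WT over TRPV4-KO and for WT over WT + GSK219. All lie above 0, from 2.65 to 5.48 and from 1.91 to 5.78, and the points of Cd177 against TRPV4-KO and of Mpo against GSK219 stand for groups with at most 3 counts per liver.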

### TRPV4 is necessary for liver metastasis.

To determine if TRPV4 contributes to metastasis, we used an orthotopic model of pancreatic cancer metastasis with subsequent injection of cancer cells in the spleen (19). The second injection of cancer cells was necessary because metastasis from pancreatic tumors is an inefficient process (62, 63). KPC cells (100,000 cells) were first injected into the pancreas of WT or TRPV4-KO mice to induce the premetastatic niche; then, 10 days later, KPCY cells (500,000 cells) were injected into the spleen (Figure 7A). In the initial 10 days of the experiment, we expected that KPC cells would interact with their surrounding environment, develop into tumors, and initiate signals for metastatic niche formation in the liver through circulating factors released into the bloodstream. Consequently, by day 10, when KPCY cells were injected into the spleen, the liver would be primed for this metastatic process. As expected, using immunofluorescence staining with an antibody against the yellow fluorescent protein (specific for KPCY) and Ki-67 (nuclear staining in actively dividing cells), we found that WT livers harbored sites of PDAC cells (Figure 7). Clusters of KPCY cells were evident in the livers of WT mice, but very few KPCY cells were detectable in the livers of TRPV4-KO mice (Figure 7B). The rare KPCY cells that were visible appeared mostly as individual cells. Quantitative analysis of Ki67^+^ cells (Figure 7C) or lesions, defined as clusters of at least 10 KPCY cells, in the livers of WT or TRPV4-KO mice (Figure 7D) demonstrated that TRPV4 deletion protected mice from liver metastases. Additionally, CD68, which is highly expressed in macrophages, neutrophils, and other mononuclear phagocytes, was reduced in TRPV4-KO livers (Figure 7, E and F).

### TRPV4 deletion increases pancreatic cancer survival.

We previously observed that TRPV4 deletion reduces tumor size and metastatic outcome within a defined time frame (20 days). To determine if TRPV4 deletion improved the survival of mice, we injected KPCY cells (10,000 cells) into the tail of the pancreas of WT or TRPV4-KO male and female mice. Mice were sacrificed when they exhibited obvious signs of distress (64, 65). As shown in Figure 8A, cancer survival was significantly greater in TRPV4-KO mice. More than half the TRPV4-KO mice were still alive at the end of the experiment (120 days) (Figure 8B). At the time of death, the tumor weights in WT and TRPV4-KO mice that required euthanasia were similar, averaging 3 grams (Figure 8C), and there was only a small amount of normal pancreatic tissue remaining. Unlike the primary tumors, the livers of TRPV4-KO mice differed significantly from their WT counterparts. Representative images of WT liver with a sizable metastatic tumor are shown in Figure 8D. H&E staining indicates a diseased area in WT animals and is characterized by extensive fibrosis, as demonstrated by Masson’s trichrome staining. KPCY cells express YFP-protein that cross-reacts with GFP antibody. GFP staining indicates the presence of numerous cancer cells in a liver section from a WT animal. Near the primary tumor, small tumors were seen embedded in the tissue (Figure 8D, Panel KPCY, lower left enlarged image insert). Of the WT mice that died during the experiment, 3 of 13 animals exhibited large liver tumors. Four mice had small tumors detectable on tissue sections, and 3 mice had lesions of 10–100 cells. In contrast, we were unable to detect any lesions, micro-, or macrotumors, in the liver sections of the 5 TRPV4-KO animals that died during the experiment (lower panel). None of the TRPV4-KO mice displayed metastatic tumors or macrolesions (Figure 8E). Immunostaining of neutrophils by MPO antibodies indicated that some neutrophil clusters were present in the livers of WT animals. Quantitative analyses of tiled images from the liver showed that MPO^+^ clusters were significantly more abundant in WT livers (Figure 8F).

### TRPV4 deletion increases pancreatic survival in a GEMM of PDAC.

In the KPC mouse model of PDAC, we observed 2 distinct liver phenotypes. One group, which had to be euthanized due to significant weight loss as a humane endpoint, exhibited obstructive jaundice (66). The other group did not experience significant weight loss but was euthanized due to severe distress. Therefore, we studied the mouse survival rate in both these groups separately (Figure 9, A and B). Overall, the primary tumor sizes at the time of death were similar between the KPC and KPC;TRPV4-KO mice (Supplemental Figure 5). The group of mice characterized by weight loss showed considerable liver necrosis. The differences in phenotypes (weight loss versus no weight loss) may be attributed to the tumors’ locations; tumors near the common bile duct can cause obstructive jaundice, while those in the tail region may not. The liver necrosis we found resembled that observed after bile duct ligation (67). The presence of necrosis impaired the analysis of metastases in the liver of mice that had lost weight; thus, we focused on the second category of animals. Hepatic metastatic microlesions were identified through immunostaining with CK19 and the presence of dividing cells, indicated by Ki67, as shown in Figure 9, C and D. Overall, liver tissue from KPC mice exhibited a significantly higher number of microlesions compared with the mice lacking TRPV4 (Figure 9E). Notably, KPC;TRPV4-KO mice demonstrated longer survival than WT KPC mice in both groups.

Interestingly, TRPV4 and PIEZO1 expression levels in humans appear to influence the survival rates of patients with PDAC. Using the human Gene Expression Profiling Interactive Analysis (GEPIA) database (68, 69), we examined the expression of TRPV4 and PIEZO1 in patients with pancreatic adenocarcinoma (PAAD) and life expectancy. Our analysis revealed that patients with high tumor levels of TRPV4 (upper fifteenth percentile) had a significantly lower life expectancy compared with those in the lowest fifteenth percentile. Similarly, patients with high tumor levels of PIEZO1 expression (upper fifteenth percentile) also experienced lower life expectancy than those with low tumor PIEZO1 expression (lower fifteenth percentile) (Figure 9F).

## Discussion

In PDAC, a stiff extracellular matrix (ECM) characterized by dense stromal tissue significantly contributes to cancer progression. This stiffness triggers mechanotransduction pathways in cancer cells and adjacent cell types that may promote carcinogenicity. This study elucidates the roles of the mechanosensing ion channels PIEZO1 and TRPV4 in pancreatic tumor development and metastasis. PIEZO1 is upregulated in cancer cell lines and tumors of various cancers, including solid tumors such as breast cancer and glioma (70). Hallmarks of cancer that are modulated by PIEZO1 comprise sustained proliferative signaling, evasion of growth suppressors, sustained angiogenesis, immune evasion, and metastasis (71). Here we demonstrate that PIEZO1 is involved in the phenotypic conversion of PSCs into iCAFs. In the tumor microenvironment, CAFs sustain and enhance pancreatic tumor growth and metastasis (72). Our findings support previous studies that part of the CAF population originates from PSCs (12). In PSCs, high prolonged external force induces a fibrotic response through sequential activation of PIEZO1 and TRPV4 channels, and inhibition of either channel reduces fibrosis (40). We hypothesized that stiffness of the tumor environment may stimulate PIEZO1 in PSCs and trigger cellular differentiation (40, 73). Thus, PIEZO1 converted isolated quiescent human PSCs into an iCAF-like phenotype characterized by increased expression of cytokines (IL-6, IL-8, IL-11) and away from a myCAF phenotype, which is marked by decreased ACTA2 expression. We refer to these as pressure-induced iCAFs. iCAFs with these characteristics have been shown to be protumorigenic (11). Some of these iCAFs also expressed surface protein CD10: an endopeptidase involved in ECM remodeling and cancer cell invasiveness (17). In addition, a subset of CD10^+^GPR77^+^ CAFs have been shown to promote chemoresistance of breast cancer cells in patients (16). GPR77 is a membrane bound receptor for the complement system protein C5a. In breast cancer, binding of C5a to its receptor activates NF-κB, resulting in increased expression of the cytokines IL-6 and IL-8 (16). NF-κB is also a critical factor in pancreatic cancer proliferation, angiogenesis, and metastasis (74). Interestingly, we observed that the PIEZO1 agonist Yoda1 increased expression of CD10, GPR77, IL-6, and IL-8 in human PSCs, suggesting a possible protumorigenic and prometastatic contribution.

Having established that PIEZO1 activation in PSCs induced an iCAF phenotype, we were interested in determining if interrupting PIEZO1 signaling would affect PDAC development. The interplay between PIEZO1 and TRPV4 in pancreatic fibrosis and inflammation suggests that TRPV4 inhibition blocks the pathological responses triggered by PIEZO1 activation (40). Therefore, we used TRPV4-KO mice to assess PDAC progression in an orthotopic model of PDAC (19). We initially performed orthotopic experiments in mice lacking PIEZO1 in PSCs (Figure 2). We observed that tumor size, circulating cytokines IL-6 and TIMP1, and hepatic expression of *Saa1*/*Saa2* genes while statistically not different from WT animals trended lower; serum level of SAA protein was significantly lower. In TRPV4-KO mice, all those parameters were significantly reduced. The cytokine IL-6 is involved in premetastatic niche formation through activation of hepatocytes, which are the main source of SAA proteins and are responsible for the increased expression of SAA proteins in PDAC (19). SAA proteins exhibit immunosuppressive characteristics (75), which are integral to human PDAC (76). Those proteins are chemoattractant and are responsible for the inflammatory process occurring during premetastatic niche formation (77). Activated neutrophils play a crucial role in this process (76, 78). Thus, higher levels of chemoattractant proteins (SAAs, S100A8/A9) are a characteristic feature in the development of metastasis. In our experiments, those circulating proteins were reduced in the serum of TRPV4-KO mice, likely reducing innate immune cell migration. 

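Among the hepatic genes S100a8, S100a9, Cd177, Mmp8, Mpo, Elane and Cxcr2, the gene that the text on Figure 3A does not name is Mmp8 (ENSMUSG00000005800, chromosome 9 from 7558456 to 7568485), which encodes neutrophil collagenase. It had counts of 10 and 50 in the WT livers and of 3, 1 and 7 in the TRPV4-KO livers. Its log2 fold change was 2.94 (standard error 0.79, adjusted p = 0.15 by edgeR), and with each liver but TRPV4-KO replicate 3 left out in turn it lay between 1.45 and 3.67. The spread between the 2 WT livers, 1.77 ± 1.62 (SD, n = 2) normalized CPM, was nearly as large as their mean. The macrophage gene Cd68 had a log2 fold change of 1.20 (standard error 0.36, adjusted p = 0.18 by edgeR). With the replicate block, the adjusted p was 0.090 for Mmp8 and 0.046 for Cd68 by edgeR. As WT has no replicate 3, that fit leans on TRPV4-KO replicates 1 and 2, which had fewer counts of both genes than replicate 3.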

Consistent with this observation, we found decreased hepatic neutrophil and myeloid cell/macrophage infiltration in TRPV4-KO mice as indicated by differential expression of the genes: *S100a8/a9* (79), *Cd177* (52)*, Mmp8* (80)*, Mpo* (50)*, Elane* (49), and *Cxcr2* (60, 81, 82). In addition, TIMP1, which contributes to premetastatic niche formation by promoting inflammation (32–34), was decreased in the serum of TRPV4-KO mice. Chemical blockade of TRPV4 by the antagonist GSK2193874 yielded similar results on premetastatic niche formation (serum level of IL-6, TIMP1, and SAA proteins) to those observed in genetically modified mice. Tumor size tended to be smaller in mice treated with GSK2193874 (*P* = 0.0807). The reduced antitumor effect observed with the TRPV4 antagonist could be due to either the limited potency of GSK2193874 on TRPV4 channels or a dose effect. Additional studies with higher doses of drug could help clarify this issue.

The reduced premetastatic niche in TRPV4-KO mice was reflected by a reduction in hepatic metastases. In TRPV4-KO mice, every cell type except for the transplanted KPCY cells carries the *Trpv4* gene mutation; therefore, TRPV4 could affect tumorigenesis and metastasis through several interacting mechanisms and cell types. Both PIEZO1 and TRPV4 are expressed in numerous cell types including neutrophils and macrophages. TRPV4 is involved in neutrophil activation and induces reactive oxygen species (ROS) production, leading to inflammation (83). It is also present in macrophages, and its activation by mechanical cues is correlated with a phenotypic switch to M1 type macrophages characterized by proinflammatory cytokine expression and ROS formation (84, 85). Neutrophils are involved in cancer development and metastasis (86), and PIEZO1 activation in those cells contributes to NET formation and inflammation (87), a characteristic of PDAC. PIEZO1 induces the differentiation of monocytes into TAM through Protein Tyrosine Kinase 2 (PYK2) in the tumor microenvironment of PDAC. Those macrophages contribute to ECM remodeling and immune evasion, resulting in tumor growth. Genetic targeting deletion of the PYK2 in monocytes increases the effectiveness of immunotherapy (88). PIEZO1-TRPV4 interplay could also be an essential mechanism in immune cells involved in tumor progression and metastasis. We have demonstrated that TRPV4 is an essential effector for the PIEZO1 channel signaling in fibrosis (40). Additionally, the PIEZO1-mediated TRPV4 channel opening in pancreatic acinar cells triggers pancreatitis and produces loss of endothelial monolayer integrity under high-pressure situations (41, 89). In our experiments, in which PIEZO1 was only targeting PSCs, functional PIEZO1 in other cell types would still induce responses to mechanical cues and activate TRPV4. On the contrary, a global TRPV4 KO would shut off protumorigenic mechanisms in multiple cell types. Thus, the absence of PIEZO1 solely in PSCs was less effective at reducing tumor growth and premetastatic markers compared with mice with global deletion of TRPV4 KO. In the orthotopic transplant model, WT mice, but not TRPV4-KO mice, developed liver tumors. TRPV4-KO mice lived longer, and more than 50% of the TRPV4-KO mice were still alive at the end of the experiment. To confirm the survival advantages of TRPV4 deletion, we crossed KPC GEMM mice with TRPV4-KO mice to generate a PDAC model lacking TRPV4. Importantly, KPC;TRPV4-KO mice showed a significant survival advantage indicating a critical role of TRPV4 in PDAC development and progression. Both orthotopic and GEMM models of PDAC with loss of TRPV4 function showed a significant reduction in the number of metastatic microlesions in liver tissue. We did not observe any macrotumors in the livers of our KPC mice. At the time of reaching humane endpoints, both WT and KPC;TRPV4-KO mice had large pancreatic tumors with nearly complete loss of normal parenchyma.

In summary, we observed that pathological activation of PIEZO1 upregulated genes involved in tumor growth and metastasis in human PSCs. We also found that inhibiting downstream PIEZO1 signaling through TRPV4 could slow the progression of PDAC and reduce liver metastases. Interestingly, patients with PAAD exhibiting higher expression of PIEZO1 or TRPV4 had worse outcomes than those with low expression of either of these 2 genes, suggesting a potential role of PIEZO1 signaling in the emergence and progression of PDAC. Importantly, in our mouse models, both tumor size and metastasis could be reduced by eliminating or blocking TRPV4. These findings indicate that a TRPV4 blocker could be beneficial in treating patients with PDAC. Since metastasis is the leading cause of death in PDAC, targeting premetastatic niche formation and reducing metastatic tumors through TRPV4 inhibition may improve patient outcomes. Based on our findings from orthotopic and GEMM mouse models of PDAC, we propose that targeting TRPV4 may be a promising therapeutic strategy to enhance the lifespan of patients with pancreatic cancer.

## Methods

### Sex as a biological variable.

Our study included both male and female mice. No sex-specific differences were observed.

### Animals.

*Piezo^fl/fl^* mice were a gift of Ardem Patapoutian (Scripps Research Institute, La Jolla, CA) and were referred to as WT mice. *B6.Cg-Tg(GFAP-Cre/ERT2)* *Piezo1^fl/fl^* mice were generated as described (40) and are referred to as Piezo1^GFAP^ KO mice following treatment with tamoxifen. Mice with the *Trpv4^–/–^* mutation were a generous gift of Wolfgang Liedtke, Duke University, Durham, NC (90). KPC tamoxifen-inducible (Kras^LSL–G12D^ p53^LoxP^ Pdx1-CreER) mice were purchased from Jackson Labs (catalog 032429). They were crossed with *Trpv4^–/–^* to obtain the KPC;TRPV4-KO mice. Animals with Kras^het^ and p53^–/–^ were used in our experiments. Mice aged 8 to 12 weeks were used in all experiments except for the orthotopic or genetically engineered mouse PDAC survival studies, which included mice aged 3 to 6 months due to their varied humane endpoints. Within each experiment, animals were matched by sex and age to ensure consistency. Mice were housed under standard 12-hour light/12-hour dark conditions. Studies were approved by the Institutional Animal Care and Use Committee of Duke University.

### Materials.

Yoda1 (catalog 5586) was purchased from Tocris and resuspended at a concentration of 20 mM in DMSO. GSK2193874 was purchased from Millipore Sigma and was resuspended in 6% cavitron W7 HP7 (Ashland; catalog 826765) at 10 mg/kg and administered by orogastric gavage (250 μL) every 24 hours. Tamoxifen was purchased from Sigma (catalog T5648). Tamoxifen (80 mg/kg) was administered by IP injection (in 100 μL corn oil) to adult GFAP-Cre/ERT2;Piezo1^fl/fl^ mice for 5 consecutive days. Tamoxifen (6 mg in 250 μL corn oil) was administered to induce cre-expression in KPC or KPC;TRPV4-KO mice by oral gavage of the mother on postnatal days 0, 1, 2, and 4 (91).

### Antibodies.

The following antibodies from Abcam were used for immunostaining: Ki-67 antibody (ab16667), GFP antibodies (ab13970 or ab290), GFAP antibody (ab4674), CD10 antibody (ab256494), S100A8 antibody (ab92331), CD68 antibody (ab303565), MPO antibody (ab300650) and CK19 antibody (ab52625). TRPV4-ATTO-fluor-550 antibody was purchased from Alomone (ACC-034-AO) and PIEZO1 antibody from Proteintech (15939-1-AP).

### Cell lines.

KPCY cells were purchased from Kerafast (catalog EUP012_FP) (48). KPC cells were purchased from Cancertools (catalog 153474).

### Surgical procedures.

Orthotopic injections were performed following the protocol described (92) by injecting 100,000 cells (KPCY or KPC) suspended in phosphate-buffered saline (PBS) containing 1% Matrigel (Corning) in a volume of 20 μL using a 30 gauge needle in the tail of the pancreas. Animals were sacrificed 20 days after surgery, and pancreas and liver tissue were collected. Spleen injections of KPCY cells (500,000 cells in 50 μL PBS) were injected into the spleen following a surgical protocol similar to the orthotopic injection. The spleen injections occurred 10 days after the orthotopic injections. In this case, the cells used for orthotopic injections were the nonfluorescent KPC cells.

### In vitro cell studies.

Pancreatic tissues for human stellate cell preparation were provided by Duke University’s BioRepository & Precision Pathology Center under IRB approval. Human PSCs were isolated using a previously described protocol (40). The cells were isolated using collagenase digestion and cultured on a Matrigel-coated plate, supplemented with DMEM/F12 medium containing 10% fetal bovine serum (FBS). Cells were monitored for purity by immunostaining with GFAP antibody and for quiescent phase status by staining lipid fat droplets with Bodipy (40). Cells were used in experiments at passage 3 which yielded enough cells for experiments. PIEZO1 was activated using the PIEZO1 agonist Yoda 1. RNAs were isolated 24 hours later after Yoda1 treatment. Murine stellate cells were prepared as previously described (40) and cultured on a Matrigel-coated plate supplied with DMEM/F12 media with 5% fetal bovine serum (FBS) for 3 days. RNAs were isolated 24 hours after Yoda1 treatment using the Ribopure kit (Invitrogen, catalog AM1924). cDNAs were synthesized using the High-Capacity Reverse Transcription kit (Applied Biosystem, catalog 4368814).

### Assays.

RNAs for RNA-Seq analysis were performed by either the Duke Center for Genomic and Computational Biology core facility (human PSCs) or Novogene (mouse liver RNAs). RT-PCR was performed using the TaqMan assay (catalog 4331182) purchased from Life Technologies for IL-6 (Hs00174131_m1), IL-8 (Hs00174103_m1), IL-11 (Hs01055414_m1), ACTA2 (Hs01099348_m1), FAP (Hs00990791_m1), MME (Hs00153510_m1, CSAR2 (Hs01933768_s1), *Saa1*/*Saa2* (Mm04208126_mH), *S100a8* (Mm00496696_g1), and *S100a9* (Mm00656925_m1). Blood serum was collected by cardiac puncture, and ELISA for IL-6 was performed using the Mouse IL-6 Quantikine ELISA Kit (catalog M6000B) from R&D Systems following the manufacturer’s instructions. ELISAs were performed using the Abcam ELISA kits ab215090 and ab196265 for SAA and TIMP1, respectively.

### Immunostaining and microscopy.

Human normal pancreas and PDAC tissue sections of formalin-fixed and paraffin were provided by the Duke BioRepository & Precision Pathology Center. Antigen retrieval was performed following the manufacturer’s (Aptium Biologics) instructions using the Retriever 2100. All slides were incubated with the antigen retrieval buffer R-BUFFER A, pH 6 (Electron Microscopy Sciences; catalog 62706-10). Primary antibody dilutions were used according to the manufacturer’s recommendations and were incubated overnight at 4°C. Images were captured on a Zeiss 880 Airyscan fast inverted confocal microscope using a 20× objective with the tiling and stitching features. Murine paraffin-embedded formalin-fixed livers were sectioned at 5 μm. Serial sections were used for H&E staining, Masson’s trichrome staining, and immunostaining with S100A8, GFP, MPO, Ki67, and CK19 antibodies. Slides used for immunostaining were treated with TrueBlack Lipofuscin autofluorescence quencher (Cell Signaling Technology; catalog 92401). Primary antibody dilutions were used according to the manufacturer’s recommendations. Alexa Fluor 647– or Alexa Fluor 488–conjugated secondary antibodies used to visualize the immunostaining. The immunostaining images were obtained using a Zeiss Axio Observer wide-field microscope with a 10× objective. Images of a large section of the liver tissue were tiled and stitched. Ki67 (catalog ab16667) staining of GEMM mice liver were performed from paraffin embedded liver tissues by IHC at the Duke Biorepository and Precision Pathology center using the Ultra Discovery automated platform. Ki67 staining, H&E, and Masson’s Trichrome images were scanned at the Duke Biorepository and Precision Pathology Center using a Leica Aperio GT 450 scanner with a 40x objective. Paraformaldehyde-fixed frozen sections of murine liver were used for immunostaining with Ki67, CD68, and GFP. Alexa Fluor 647– or Alexa Fluor 488–conjugated secondary antibodies used to visualize the immunostaining. Images were captured using a Zeiss 880 Airyscan Fast Inverted Confocal microscope with a 20x objective and employing tiling and stitching features.

### Image analysis.

Quantification analysis of CD10^+^ and GFAP^+^ cells in the immunostaining images was performed by delineating 12 adjacent squares with a side length of 500 μm for the normal pancreas staining and 24 squares with a side length of 400 μm for the PDAC pancreas immunostaining. The number of positive cells for CD10 or GFAP, as well as cells that expressed both proteins, was computed using ImageJ software. CD68^+^ cells from tiled images were computed using ImageJ software and plotted versus the covered surface area. The quantification of microlesions in liver tissue from KPC and KPC;TRPV4-KO mice was conducted by identifying the presence of Ki67^+^ cells alongside CK19^+^ cells. These cells can form structures resembling ducts near blood vessels or exist as a mass. A mass containing at least 10 such cells was considered a single lesion.

### Statistics.

Comparisons of 2 values were analyzed by 2-tailed Student’s *t* test (GraphPad Prizm 10.1.0). Multiple comparisons were made using 1-way ANOVA with Dunnett’s post hoc test. Mouse survival statistics were analyzed using log-rank (Mantel-Cox) test. Results are expressed as the mean ± SEM. *P* < 0.05 was considered significant.

### Study approval.

Experimental protocols and all studies were performed with approval from the IACUC and IRB of Duke University (protocol no. Pro00035974).

### Data availability.

All the data values presented in figures of the main manuscript and supplemental material are provided in Supporting Data Values. RNA-Seq data are available through accession no. GSE296050.

## Author contributions

RAL, SMS, and JMJR designed the experiments. JMJR and SMS performed most of the experiments, analyzed the data, and contributed equally. RAL, JMJR, and SMS wrote the manuscript. NM and BB performed experiments. RAL supervised the project and provided funding for the project. All authors reviewed the manuscript.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given the right to make the work publicly available in PubMed Central.

- Department of Veterans Affairs Merit Review Award I01BX006301
- NIH grants R01 DK120555 and R01 DK1244474

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
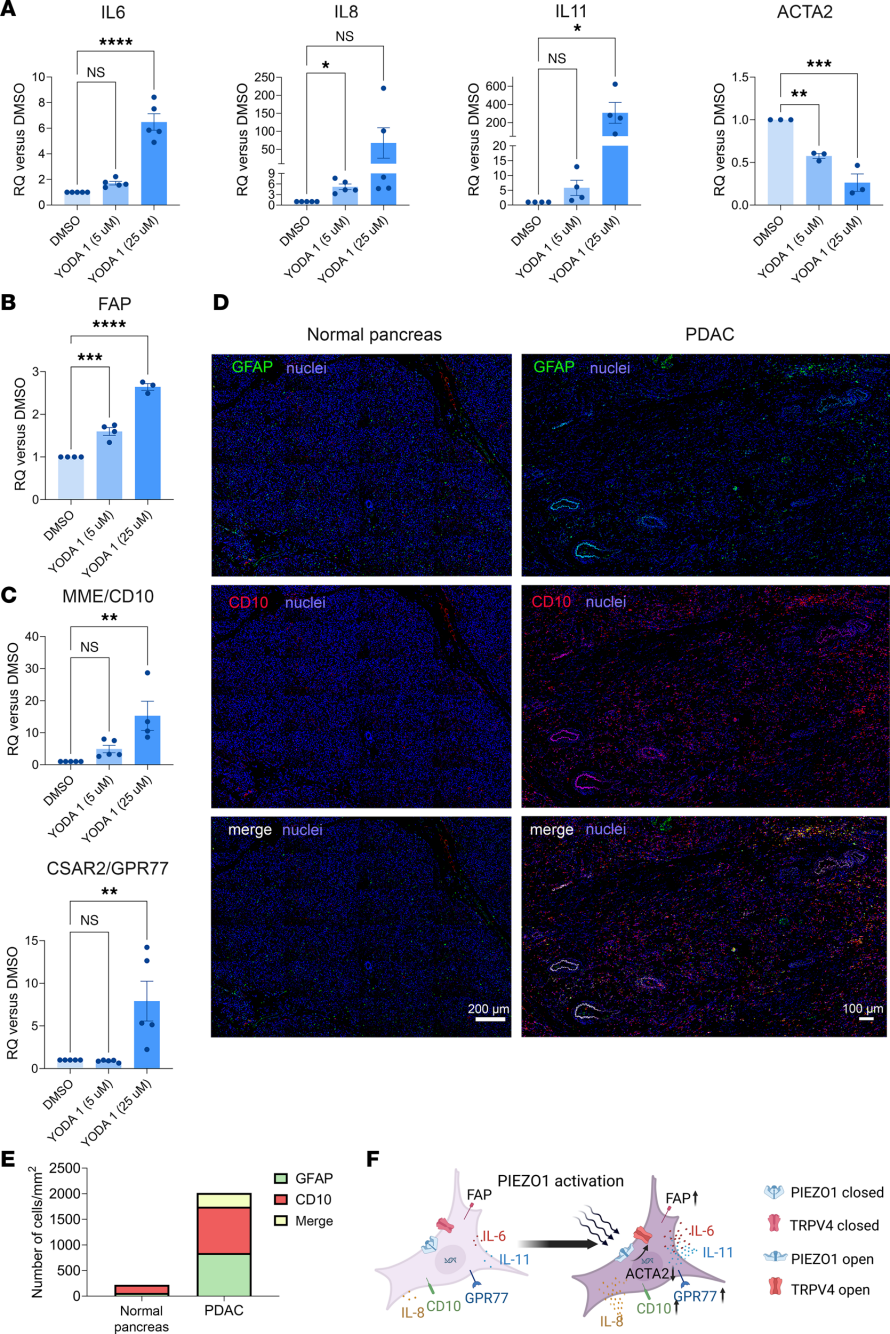
Piezo1 activation converts human PSCs to a FAP^up^-iCAF phenotype. Isolated human PSCs were incubated with Yoda 1 (5 or 25 μM) for 24 hours. (**A**–**C**) RNA was isolated, and RT-PCR assays were performed using primers for IL-6, IL-8, IL-11, and ACTA2 (**A**), FAP (**B**), and CD10 and GPR77 (**C**). Five human pancreas samples were used for the isolation of PSCs and in vitro studies. (**D**) Immunostaining of human normal pancreas or human PDAC with GFAP and CD10 antibodies. Note the colocalization of CD10 and GFAP. Scale bars: 200 μm (left) and 100 μm (right). (**E**) Stack bar representing the number of GFAP, CD10, and colocalized GFAP-CD10 cells in normal pancreas or PDAC tissue indicated that a similar number of CD10^+^ or GFAP^+^ were present in the PDAC tissue. No cell expression of both CD10^+^ and GFAP^+^ could be detected in the normal pancreatic tissue. (**F**) Graphical display recapitulating the phenotypic changes in human pancreatic stellate cells upon Piezo1 activation. Statistical analyses were performed using 1-way ANOVA with Dunnett’s post hoc test. Results are expressed as mean ± SEM. *P ≤ 0.05; **P ≤ 0.01: ***P ≤ 0.001; ****P ≤ 0.0001.

**Figure 2:**
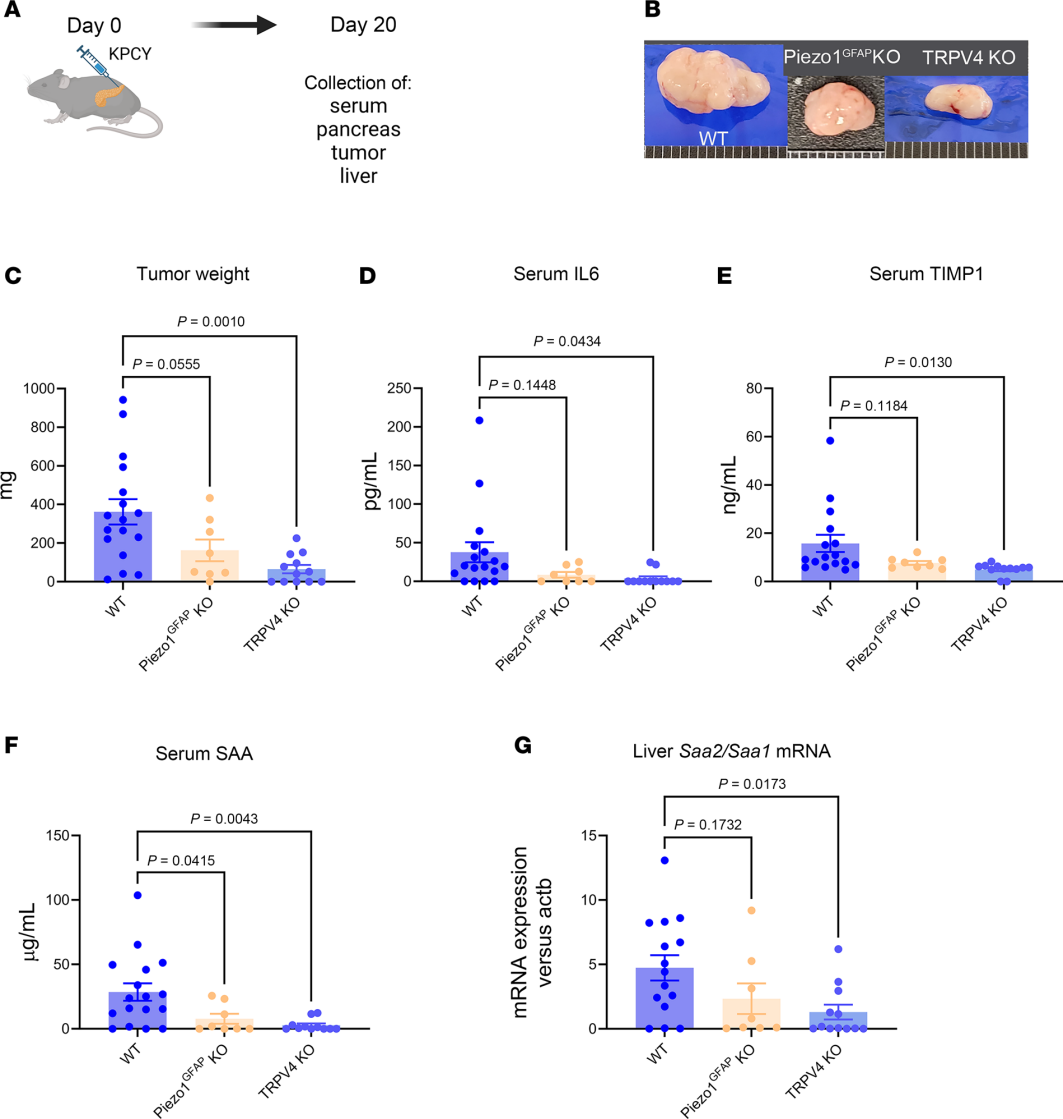
Loss of TRPV4 reduces tumor growth and cytokine expression known to activate hepatocytes and hepatic stellate cells. (**A**) Schematic of the orthotopic experiment. (**B**) Representative images of tumors from WT, Piezo1^GFAP^ KO, or TRPV4-KO mice that were injected with 100,000 KPCY cells in the tail of the pancreas. Organs were collected 20 days after surgery. (**C**) Quantitative analysis of tumor size. (**D**–**F**) Serum levels of IL-6 (**D**), TIMP1 (**E**), and SAA (**F**) were measured by ELISA. (**G**) *Saa2*/*Saa1* from liver RNA was measured by RT-PCR. Statistical analyses were performed using 1-way ANOVA with Dunnett’s post hoc test. Results are expressed as mean ± SEM.

**Figure 3:**
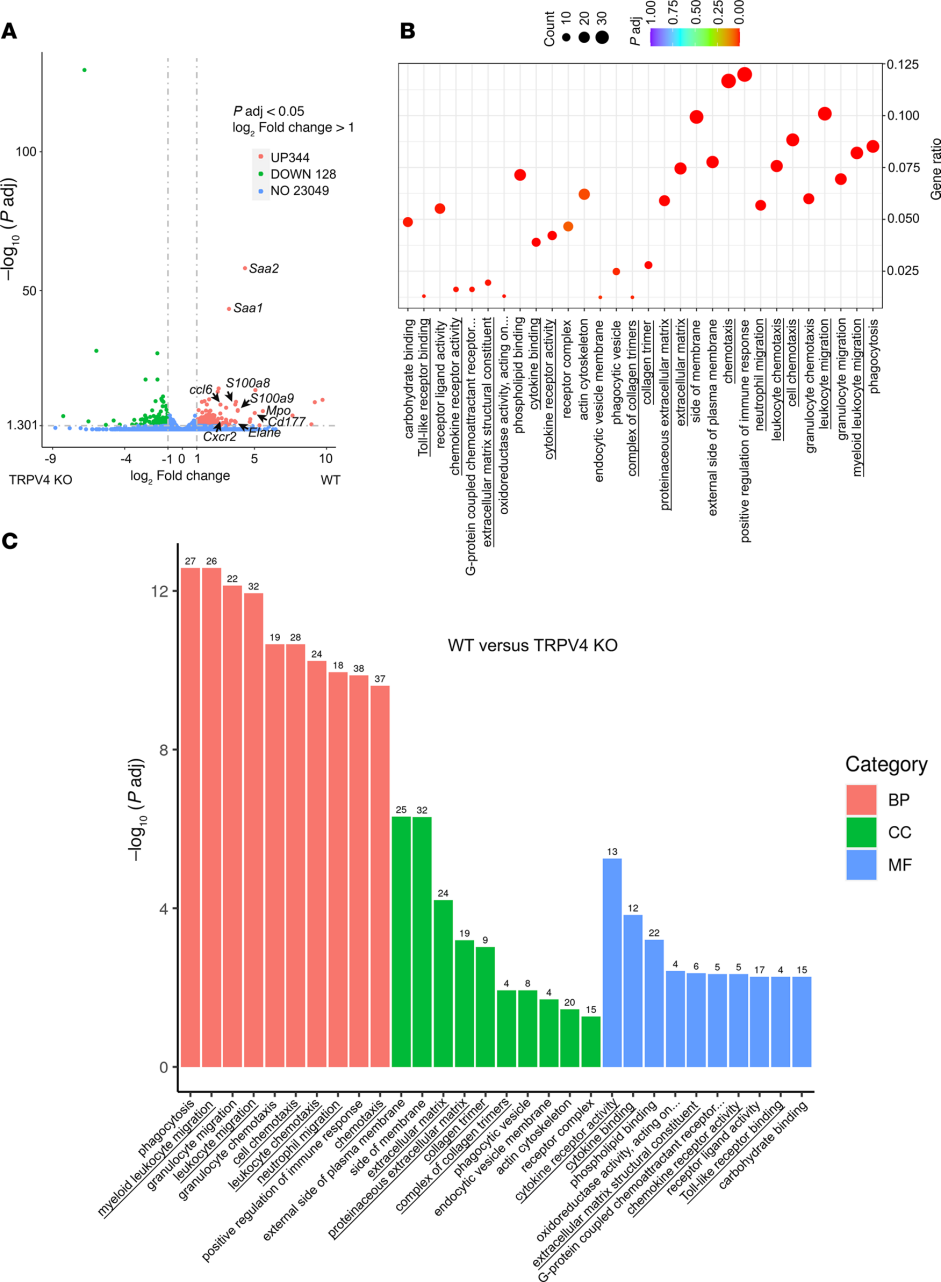
Reduction of innate immune response genes in an orthotopic model of PDAC in TRPV4-KO mice. Liver RNAs from WT or TRVP4-KO mice following orthotopic injection of KPCY cells (100,000 cells) were purified and analyzed by RNA-Seq. Upregulated WT genes versus TRPV4 KO; *n* = 2 animals for WT and *n* = 3 animals for TRPV4 KO. (**A** and **B**) Differentially expressed genes (DEGs list) volcano plot (**A**) and gene ontology (GO) scatter plot (**B**) listing the 10 highest upregulated pathways in WT versus TRPV4 KO: biological process (BP), cellular component (CC), and molecular function (MF). (**C**) Corresponding bar graph.

**Figure 4:**
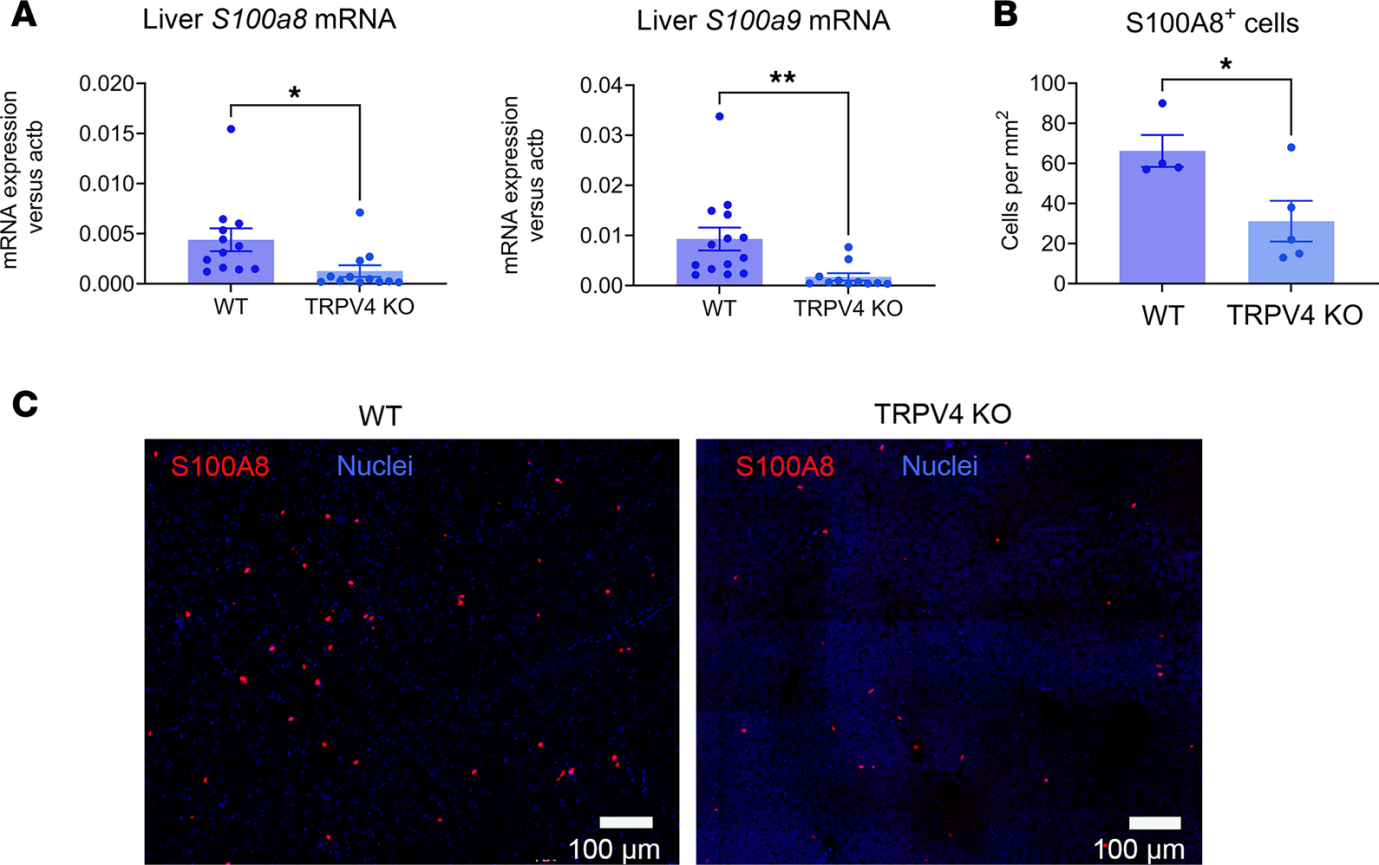
S100A8^+^ cells are reduced in livers of TRPV4-KO mice. (**A**) mRNA levels for *S100a8* and *S100a9* genes measured by RT-PCR. (**B**) S100A8^+^ cells were counted in liver sections of WT animals (*n* = 4) and TRPV4-KO animals (*n* = 5). (**C**) Representative image of immunostaining of S100A8 protein in liver sections of WT and TRPV4-KO mice. Statistical analysis was performed using Student’s *t* test. Results were expressed as mean ± SEM. Scale bars: 100 μm. *P ≤ 0.05; **P ≤ 0.01.

**Figure 5:**
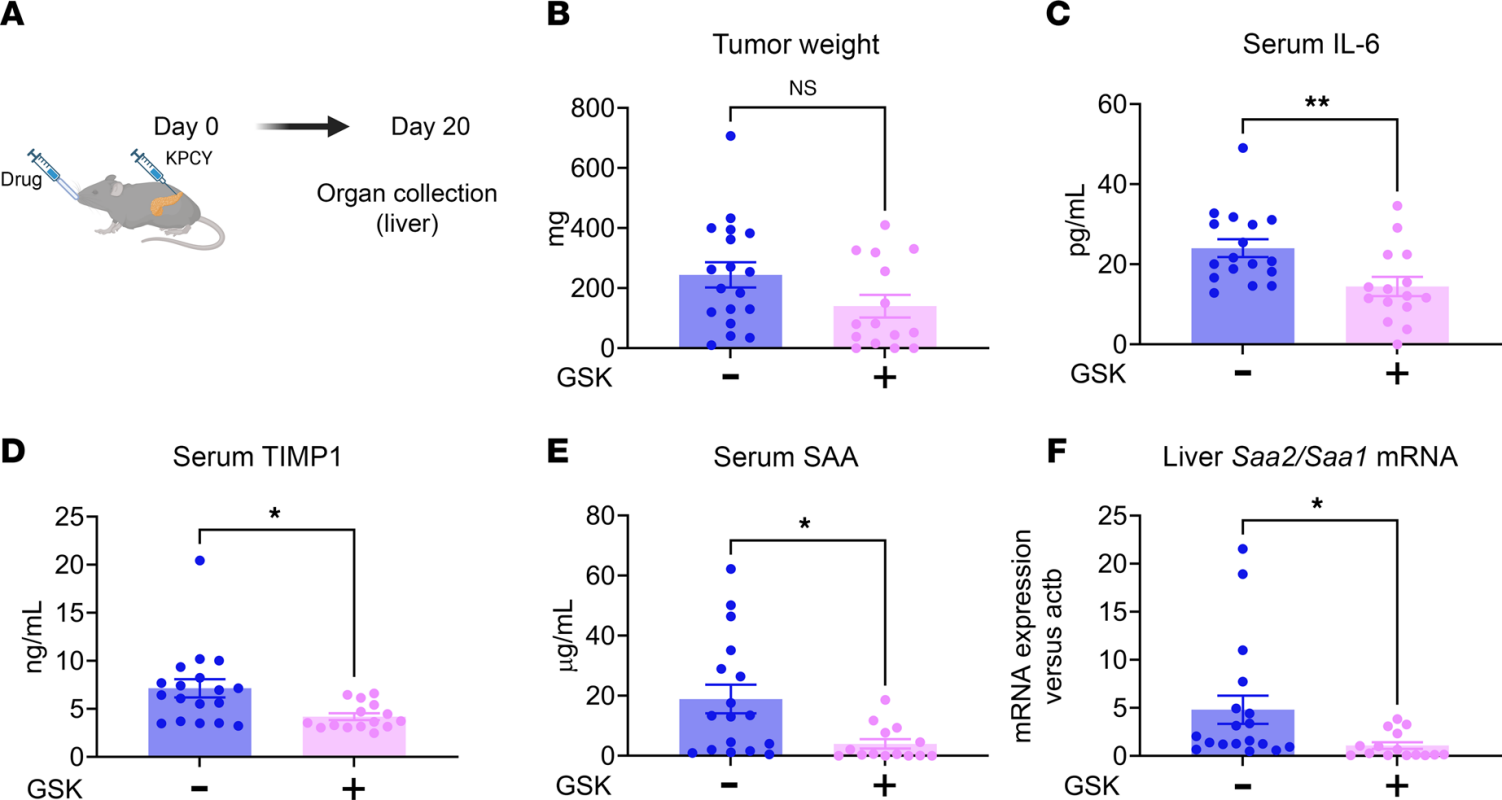
The TRPV4 antagonist GSK2193874 protects mice from premetastatic niche formation. (**A**) Graphical illustration of the orthotopic surgery with daily gavage of GSK2193874 (10 mg/kg). (**B**) Quantitative analysis of tumor weight. (**C** and **D**) Serum cytokines levels IL-6 (**C**) and TIMP1 (**D**) were measured by ELISA. (**E** and **F**) Serum SAA was measured by ELISA (**E**) and liver expression of *Saa1*/*Saa2* genes (**F**) by RT-PCR. Statistical analysis was performed using Student’s *t* test. Results were expressed as mean ± SEM. *P ≤ 0.05; **P ≤ 0.01.

**Figure 6:**
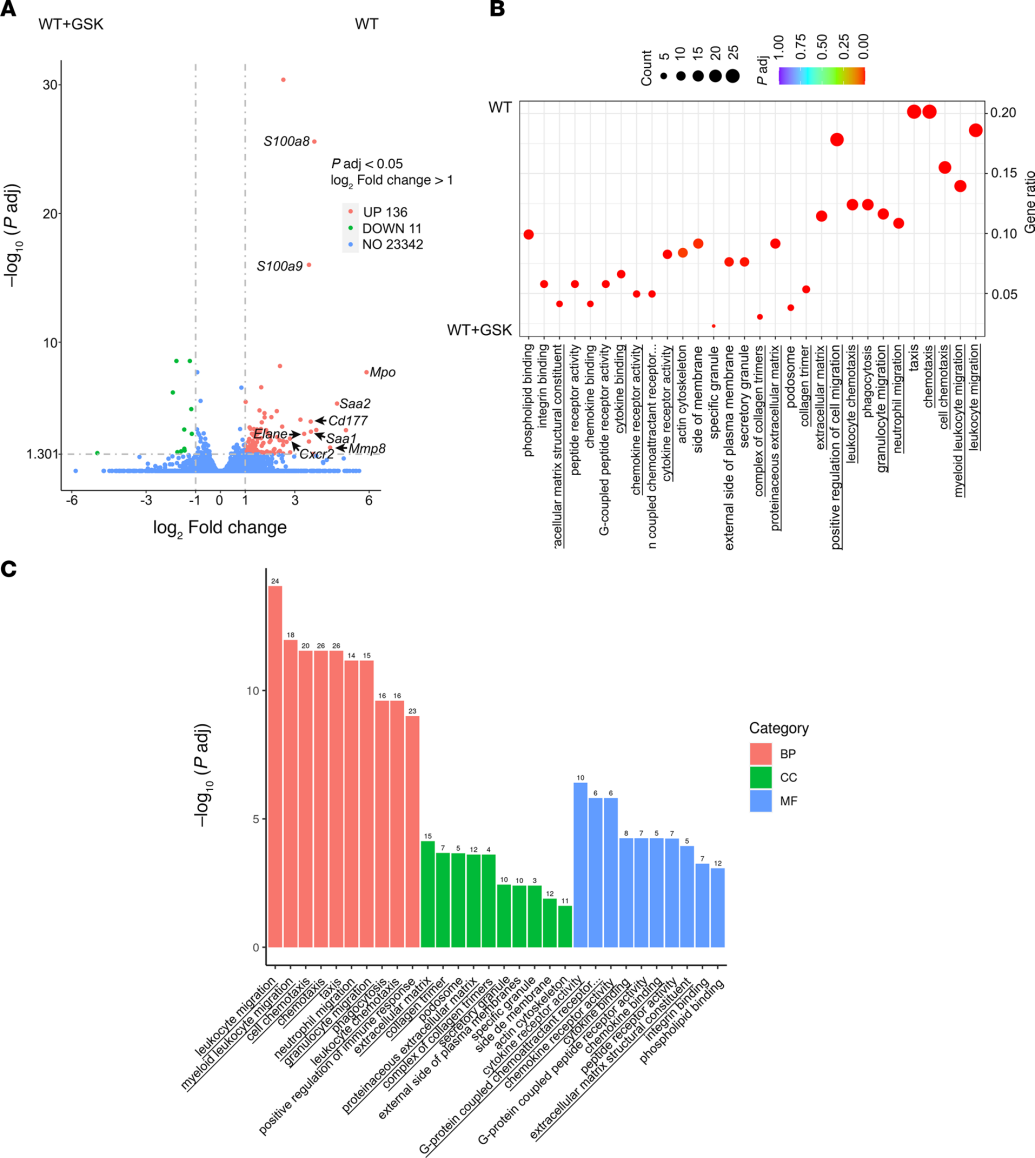
The TRPV4 antagonist GSK2193874 reduces the innate immune response in an orthotopic model of PDAC. (**A**) Differentially expressed genes (DEGs list) volcano plot from liver RNA-Seq analysis of WT mice and mice treated with GSK2193874 (10 mg/kg). (**B** and **C**) Gene ontology enrichment analysis showing scatter plot (**B**), and bar graph (**C**) of upregulated pathways.

**Figure 7:**
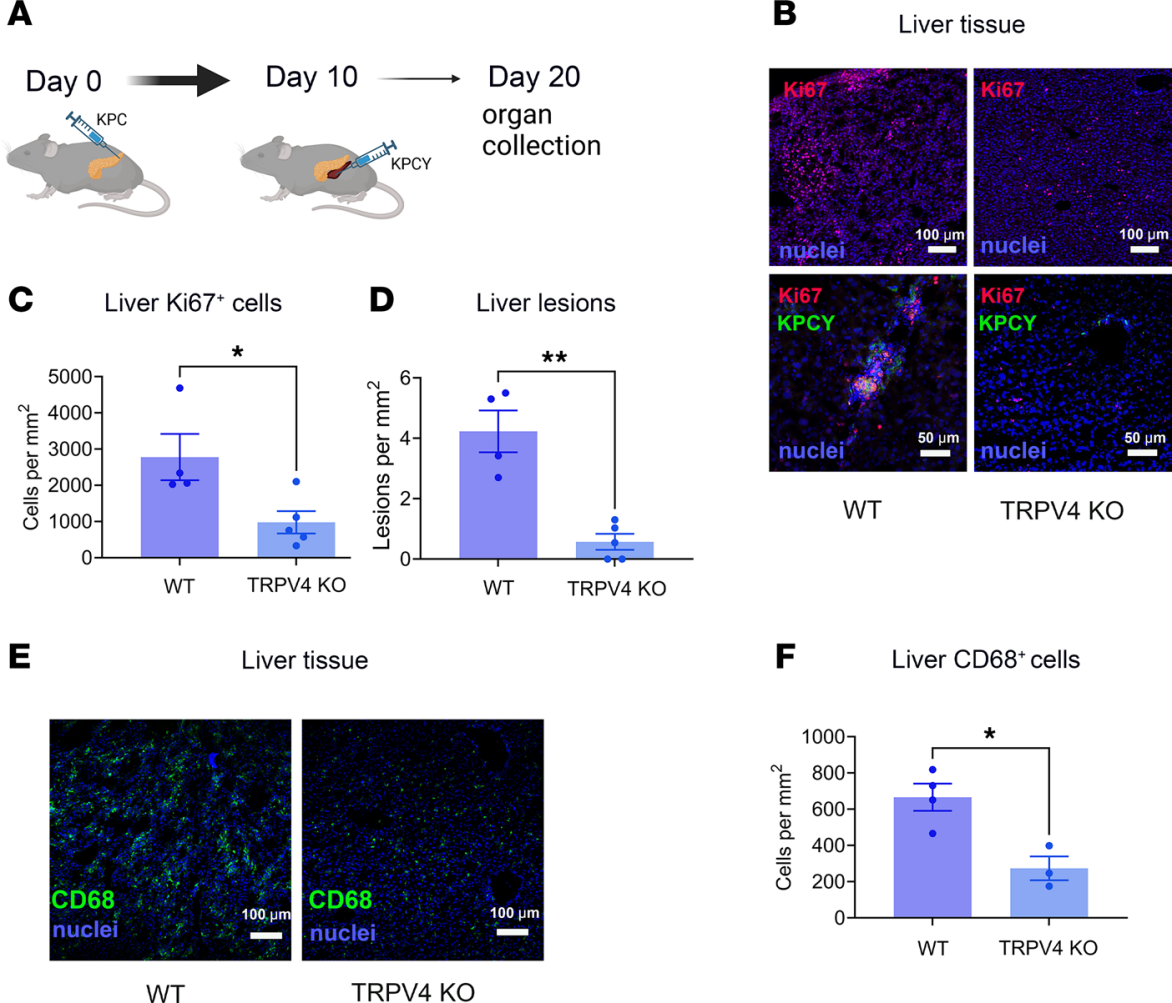
TRPV4 is necessary for hepatic metastasis of PDAC. (**A**) Graphical illustration of experimental design. KPC cells (100,000 cells) were injected into the pancreas, followed by injection of KPCY cells (500,000 cells) into the spleen 10 days later. (**B**) Representative images of immunostaining of mouse liver for Ki67 and GFP (marking KCPY cells) at low (upper panels) and high magnification (lower panels). Scale bars: 100 μm (top) and 50 μm (bottom). (**C** and **D**) Quantitative analysis of Ki67 positively stained cells and liver lesions of WT and TRPV4-KO liver. The analysis was performed on large sections of pancreatic tissues using tiling and stitching of images obtained with a Zeiss 880 Airyscan confocal microscope. Lesions were defined as an aggregate of at least 10 KPCY cells. (**E** and **F**) Representative images of immunostaining of liver sections with CD68 and quantitative analysis of CD68^+^ cells in liver sections from WT or TRPV4-KO mice. Scale bars: 100 μm. Statistical analyses were performed using Student’s *t* test. Animal number, *n* = 4–5. Results were expressed as mean ± SEM. *P ≤ 0.05; **P ≤ 0.01.

**Figure 8:**
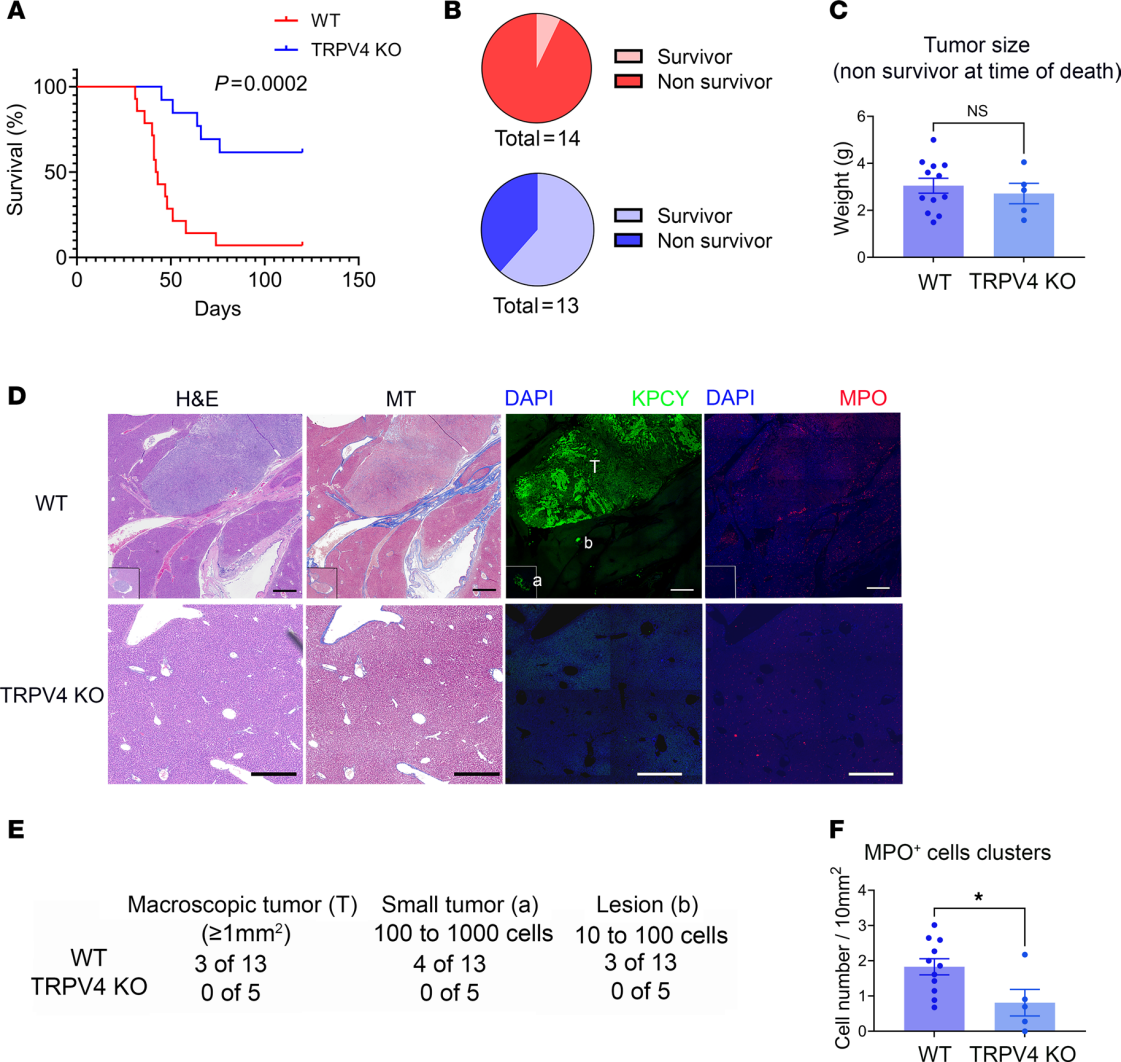
Effects of TRPV4 on pancreatic cancer survival. (**A**) Survival curve of WT and TRPV4-KO mice following orthotopic injection of KPCY cells (10,000 cells) into the pancreas. Mice were monitored 3 times per week for signs of distress. (**B**) Pie charts of survivors versus nonsurvivors at the end of the experiment (120 days) for WT (red) and TRPV4 KO (blue) mice. (**C**) Nonsurvivor mice pancreas tumor weight WT and TRPV4 KO at the time of their death. (**D**) Representative images of livers from WT mice with metastatic tumor (upper panels) and TRPV4-KO mice (lower panels). Scale bars: 1 mm. Serial sections were stained with H&E or Masson’s trichrome dye (left panels) and immunostained with GFP (marking KCPY cells) and MPO antibodies (right panels). (**E**) Computation of macroscopic tumor, small tumors, and tumor cell clusters from liver tissues of nonsurviving animals: *n* = 13 for WT and *n* = 5 for TRPV4 KO. (**F**) Quantitative analysis of MPO^+^ cell clusters (≥10 cells) from images of liver sections. MOP^+^ cells present in the tumors were excluded from the cell count. Comparison of survival curves was performed using the Log-Rank (Mantel-Cox) test. Statistical analysis was performed using Student’s *t* test. Results were expressed as mean ± SEM. *P ≤ 0.05.

**Figure 9:**
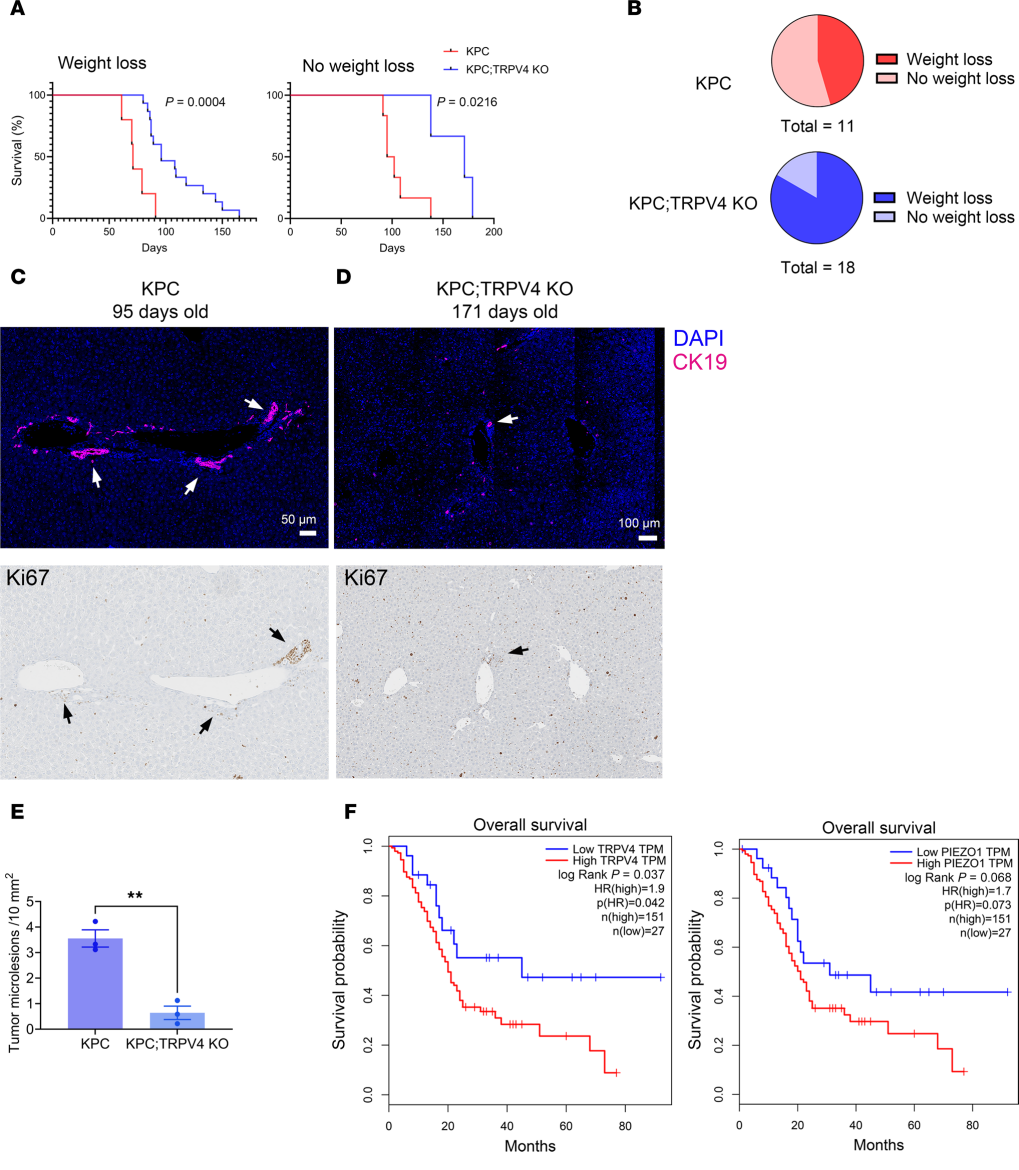
TRPV4 loss reduces metastases and increases survival in a GEMM model of PDAC and correlates with increased survival in human pancreatic ductal adenocarcinoma. (**A**) Survival curve of KPC versus KPC;TRPV4-KO mice. Mice either died with weight loss (left graph) or without weight loss (right graph). Log-rank values are indicated on the graph. (**B**) Distribution of animals in each category (loss of weight or absence of weight loss). (**C**) Representative images of liver tissues from KPC mice; upper panel: immunostaining with CK19 antibody; lower panel: IHC with Ki67. Sequential slides were used for staining. Scale bar: 50 μm. (**D**) Representative images of liver tissues from KPC;TRPV4-KO mice; upper panel: immunostaining with CK19 antibody; lower panel: IHC with Ki67. Sequential slides were used for the staining. Age (days) of each mouse at time of death is listed. Arrows indicate the presence of microlesions. Scale bar: 100 μm. (**E**) Quantitative analysis of tumor microlesions in liver tissues from KPC or KPC;TRPV4-KO mice. (**F**) Human pancreatic adenocarcinoma. Left panel: overall survival curves for patients with high TRPV4 expression (upper fifteenth percentile) versus patients with low TRPV4 expression (lowest fifteenth percentile). Right panel: overall survival curves for patients with high PIEZO1 expression (upper fifteenth percentile) versus patients with low PIEZO1 expression (lowest fifteenth percentile). Comparison of survival curves was performed using the Log-Rank (Mantel-Cox) test. Statistical analysis was performed using Student’s *t* test. Results were expressed as mean ± SEM; **P ≤ 0.01.

# Supplementary material for: Loss of TRPV4 reduces pancreatic cancer growth and metastasis
**Source:** JCI Insight. 2025 Oct 16;10(23):e196280. doi: 10.1172/jci.insight.196280
**Supplement:** Supplemental data

## SUPPLEMENTAL FIGURE LEGENDS

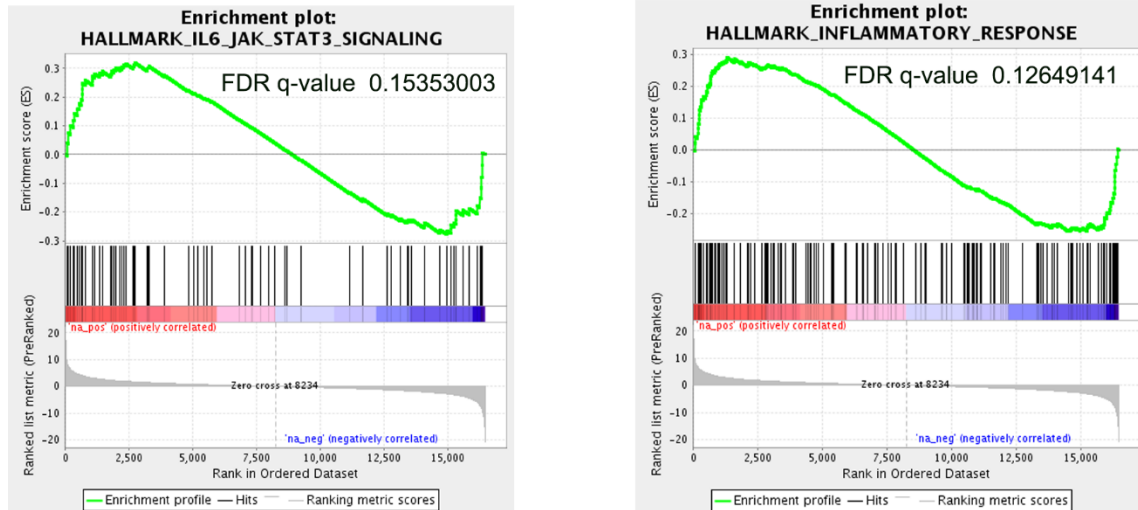

**Supplemental Figure 1: Enrichment plots from a Gene Set Enrichment Analysis (GSEA) of PSCs that were induced with the PIEZO1 agonist Yoda1.** GSEA was performed on mouse PSCs that were either untreated or treated with Yoda1 at a concentration of 25  $\mu$ M for 72 hours. Hallmark gene sets indicate that IL-6\_JAK\_STAT3, and Inflammatory Response genes were enriched in cells treated with Yoda1.

## A normal pancreas

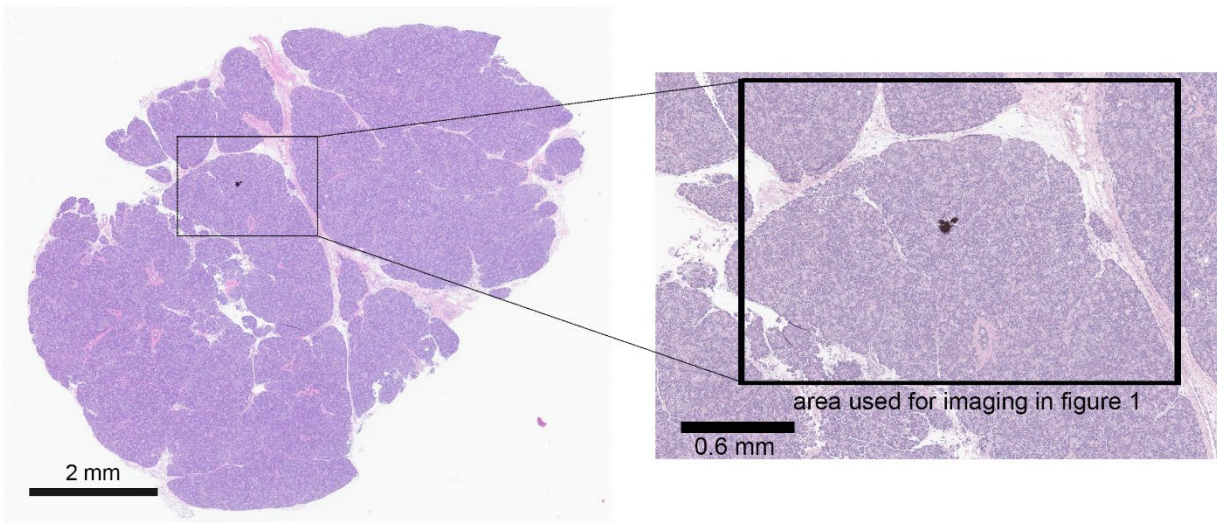

## B PDAC

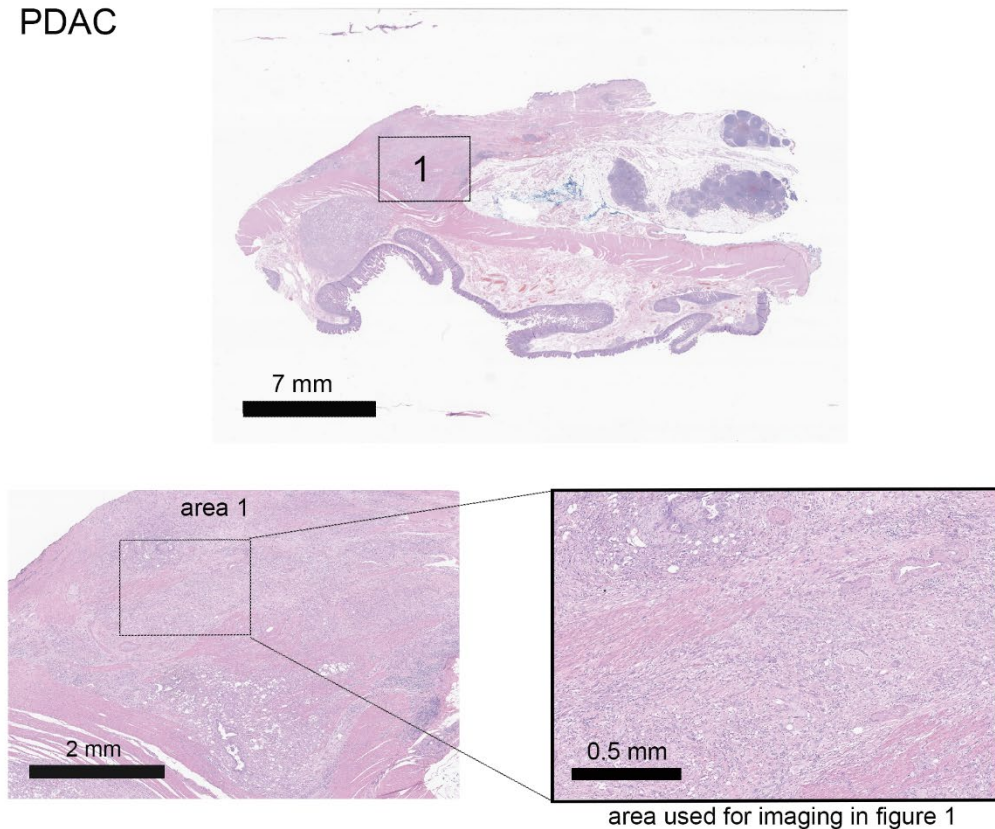

### Supplemental Figure 2: H&E staining of normal human pancreata and PDAC samples.

Panel (A) displays the H&E staining of a normal human pancreas, while panel (B) shows the staining of human PDAC tissue. Images were captured using a Leica Aperio GT 450 scanner with a 40x objective and were analyzed using Leica Aperio ImageScope software. The black rectangles indicate the area corresponding to the immunostaining presented in Figure 1D.

A

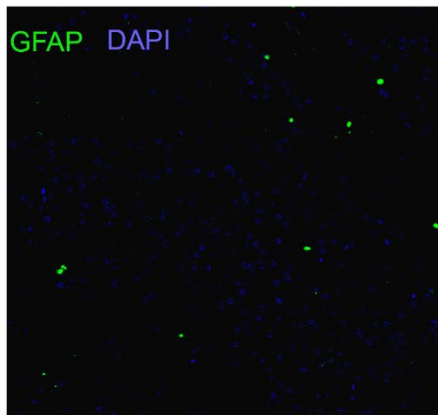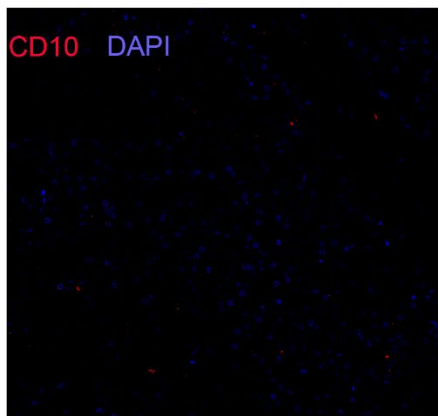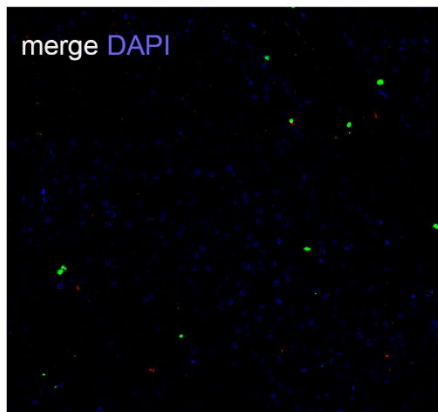

normal pancreas

B

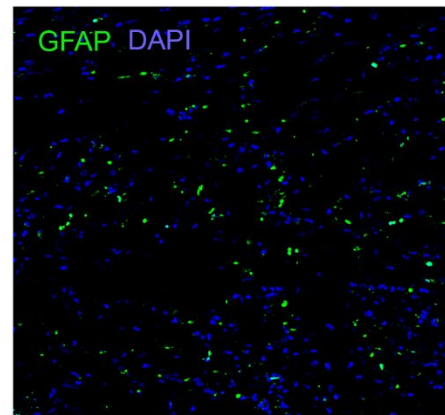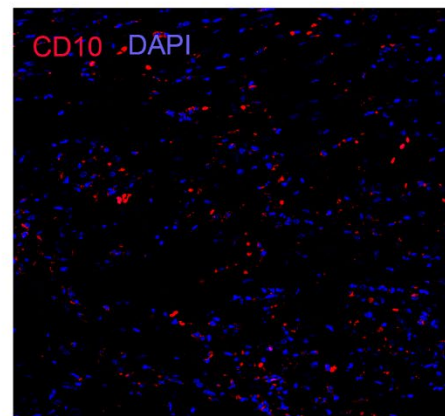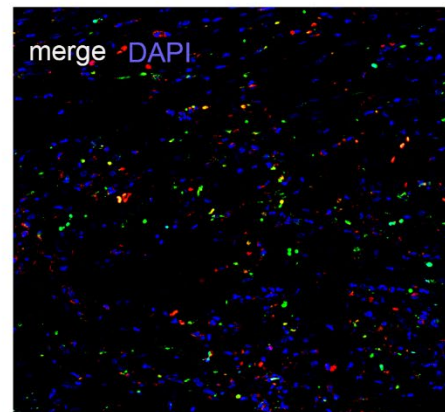

PDAC

**Supplemental Figure 3: Immunostaining of normal and PDAC human pancreas tissue sections using antisera specific for CD10 and GFAP.** The images shown are representative of those presented in Figure 1D, which were used for quantifying cell types.

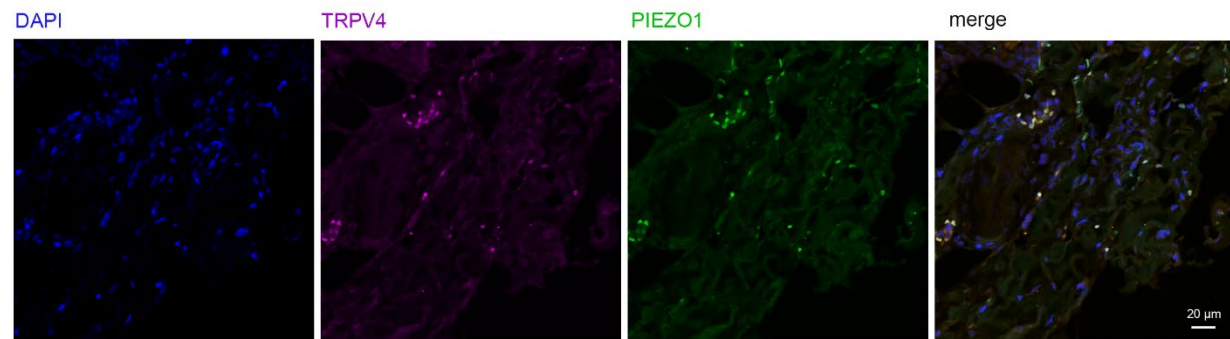

**Supplemental Figure 4: Immunostaining of human PDAC tissue sections with PIEZO1 and TRPV4 antibodies.** Formalin-fixed PDAC tissue was stained with TRPV4-ATTO-Fluor-550 antibody at a dilution of 1:100 (magenta) or with PIEZO1 antibody at a dilution of 1:100 (green).

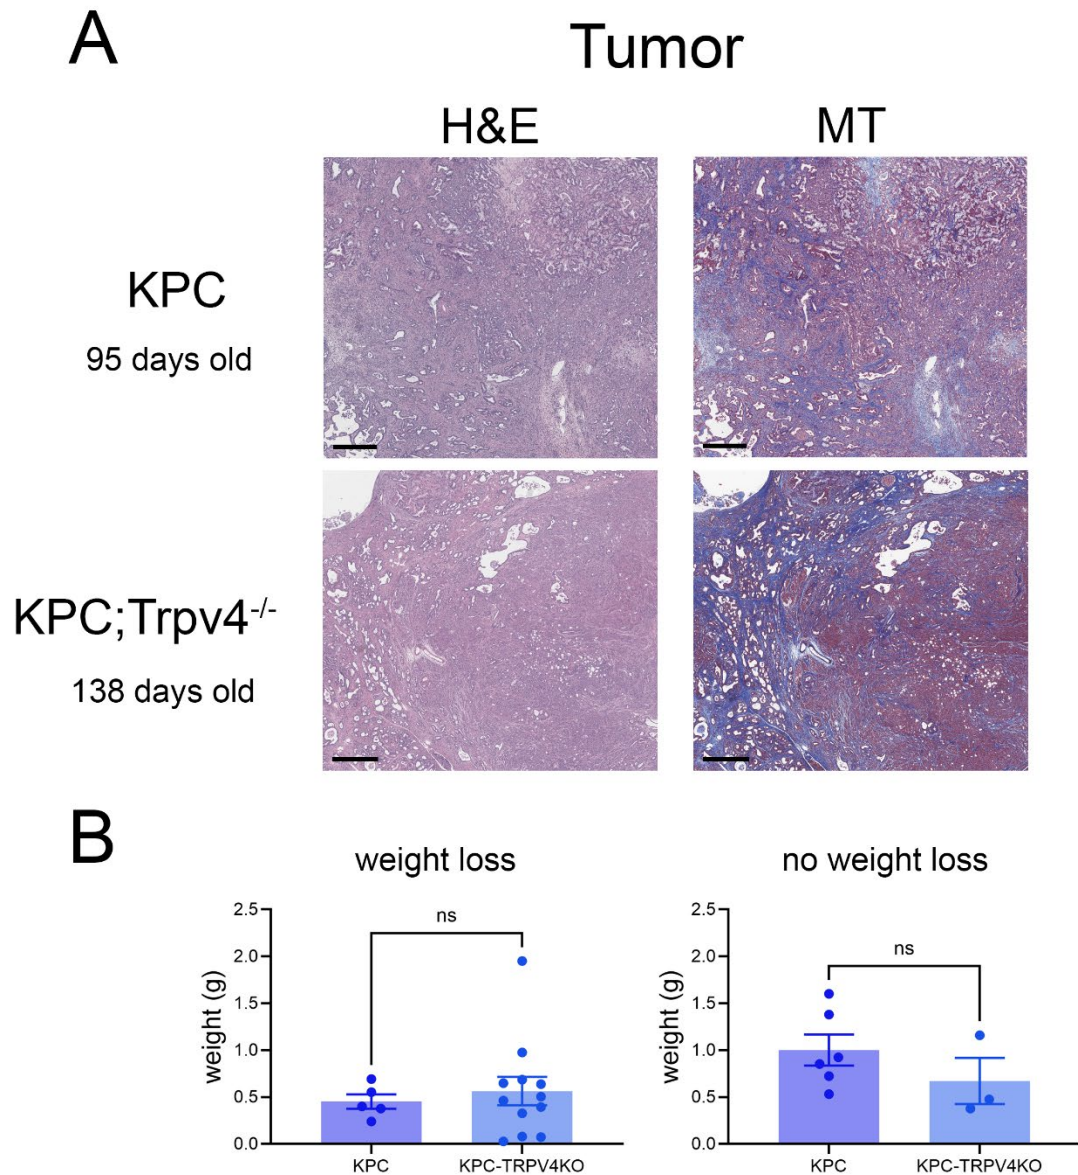

**Supplemental Figure 5: Histology and Tumor Weight in KPC and KPC;TRPV4 KO Mice.**

(A) Histological analysis was performed using Hematoxylin and Eosin (H&E) staining and Masson's Trichrome (MT) staining on primary tumors from KPC GEMM and KPC;TRPV4 KO mice. Images were captured with a Leica Aperio GT 450 scanner using a 40x objective lens and analyzed with Aperio ImageScope software. Scale bar equals 1 mm. (B) The weight of primary tumors from non-surviving mice is shown. Left panel: mice that were euthanized due to significant weight loss; right panel: mice that did not exhibit weight loss but showed signs of distress (humane endpoint). Statistical analysis was conducted using Student's t-test and results are presented as mean  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

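Mouse livers and mouse pancreatic stellate cells (PSCs) were measured by RNA-Seq. The liver libraries came from 2 WT mice, 3 TRPV4-KO mice and 3 WT mice given GSK219, and the PSC libraries from 3 preparations, each treated with DMSO and with Yoda1. For the livers, the authors deposited the counts of reads on each gene, without normalization, with coordinates that match GRCm38. A further 7 columns of counts matched no described sample and were not used. For the PSCs, the authors deposited a signal per gene and library, which the values show to be gene counts divided by one size factor per library. The authors also deposited log2 fold changes of Yoda1 over DMSO with standard errors. A test score per gene, deposited by the authors, equals the fold change divided by its standard error. The deposited p-values and adjusted p-values belong to the same comparison by the authors. Neither the aligner nor the counting tool is given with the files, and the paper's text names no test for the counts.
Samples were grouped by the conditions of their labels. Liver counts were analyzed in R 4.3.3 with edgeR 4.0.16, with TMM normalization, its filter on low counts (minimum count 10), a robust quasi-likelihood fit of all 8 livers, and a threshold of an adjusted p under 0.05 and a log2 fold change over 1. WT was compared with TRPV4-KO and with GSK219, and TRPV4-KO with GSK219. Deposited PSC values were analyzed with limma 3.58.1 after log2 transformation with a pseudocount of 1, for genes with a value of at least 10 in at least 3 libraries, since the deposited values were a normalized signal and not counts. edgeR, which had been planned for both data sets, was run on the recovered PSC reads as an alternative. Preranked enrichment of 8 gene lists used fgsea 1.28.0 with weight 1, and 17 gene families were tested by Fisher's exact test or by camera with an assumed correlation between genes of 0.01. The lists and families were written from general knowledge, so they are not the Hallmark or gene ontology sets of the paper.
The named genes were chosen by a rule: every gene the paper names for these experiments, and in each comparison the 5 genes per direction with the largest log2 fold change among those past the threshold whose groups do not overlap and whose mean is at least 1 CPM (counts scaled to library size). Of each enrichment list of PSCs, at most 5 members were named, those with the smallest p. Rplp0, Pebp1, Kdm2b, Acad10, Crlf2, Fabp5, Zfp39, Xist, Cxcl1, Cyp1b1 and the genes of the sex comparison fall outside the rule and were chosen after their values were seen. A fold printed as at least a value is against a group with at most 3 counts in every library. It was computed against 3 counts and is a lower bound. Log2 fold changes are those of the fit, also for such groups. Counts and limits of this kind cover counting error only, because reads without molecular identifiers are not independent molecules.
The steps were tested on simulated data. Of simulated genes changed 8-fold or more, edgeR recovered 97% in the liver design, with 11 false calls among 160, and DESeq2 1.42.0 recovered 93%, with 20 false calls among 165. limma recovered 97% in the PSC design, with 3 false calls among 200. Each simulated gene was drawn independently, with the same dispersion for all genes and no effect of sex, liver or preparation. The recovered shares are therefore not the sensitivity in the real data. In the real livers, edgeR did not call Saa1, S100a9, Elane and Mpo, at fitted folds of 9.50, 14.3, 12.5 and 44.7 over TRPV4-KO. When only the IL-6/JAK/STAT3 list was changed, preranked enrichment called 3 lists, of which 2 had not been changed as a list.
Alternatives were DESeq2 in place of the first test, another normalization, no filter on low values, the replicate number as a block, only the groups compared, no fold-change threshold, a test against the fold-change threshold, no genes on chromosomes X and Y, other rankings and list tests, and each library left out in turn. A sex term from Xist and Y-linked reads, DESeq2 with only the 2 groups compared, other pseudocounts (0.1 and 10) and edgeR on the recovered reads were added after the data had been seen. The replicate block called 351 genes higher in WT than in TRPV4-KO livers, against 23 without it. In the livers this block has no WT replicate 3 to pair with the other groups.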

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

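The tests of sex differences, of the region around Trpv4 and of a further genomic stretch between TRPV4-KO and GSK219 livers, of shared reads and pseudogenes, of GC content and length, and of the single preparations were chosen only after the result was seen. No group had more than 3 samples, so no sample was tested for lying far from the others.
The paper does not compare TRPV4-KO with GSK219 livers. In this comparison 15 genes differed (925 at an unadjusted p under 0.05), 8 higher and 7 lower in TRPV4-KO, and all 15 were also called between WT and TRPV4-KO. Of the 353 tested genes within 20 Mb of Trpv4, 4 were called, against 11 of the other 14765 (one-sided Fisher's exact test, p = 0.00033). Outside this region, 3 called genes, Gm12248, Gm12247 and 2610507I01Rik, lie within 2 Mb on chromosome 11 (permutation p = 0.0015). Pseudogenes made up 6 of the 15 genes, against 4.63% of the tested genes (one-sided Fisher's exact test, p = 3.4e-05). Of the 4 splits of the 6 livers that part all same-numbered livers, 1, the real one, gave as many genes, and the other 3 gave 0. Of the 6 remaining splits, 1 gave 41 genes. It had both livers with Xist reads on the same side, and the 3 other splits of that kind gave 0. With 10 splits in all, this count alone cannot tell the real split from chance. Genomic stretches carried along with the Trpv4 mutation, or other strain differences, may account for part of these genes. Between WT and GSK219, where the channel was blocked, the 15 genes had log2 fold changes from -0.87 for Gm12248 to 1.30 for Gm9625. The value of Gm12248 is a fit between groups with at most 3 counts in every liver. The smallest adjusted p was 0.67 by edgeR, for Crlf2. An effect of losing the channel that the antagonist does not bring about was not tested and cannot be told apart from these explanations.
Gm8730 had a log2 fold change of -6.77 between WT and TRPV4-KO (standard error 0.17), with counts of 29 and 29 in WT and of 3277, 3074 and 2871 in TRPV4-KO, so it was higher in 3 of 3 TRPV4-KO livers. Rplp0, which shares 62.8% of the 31-base sequences of Gm8730 and lies on the chromosome of Trpv4, fell from 6643 and 6868 to 2698, 2528 and 2363 counts. Rplp0, Gm8730 and Gm9625 summed had a log2 fold change of 0.14. A candidate explanation is that the TRPV4-KO mice carry an Rplp0 allele whose reads are assigned to its pseudogenes. The reads themselves were not analysed here, and no biological explanation was tested.
With a term for Xist or Y-linked reads in the model, 524 genes differed by it. Of 18 such ways to set 1 liver of each group apart, 2 gave as many genes between WT and TRPV4-KO as the sex term, itself included. The sex term gave 325 genes, another term 472, and the median of the others was 22. The common dispersion fell from 0.0803 to 0.0317 with the sex term, and livers with the same kind of sex reads deviated alike from their group means, so the sex reads may account for part of the spread within groups. The number of called genes does not single out the sex term, and the dispersion was not compared with that of the other terms.
The difference between WT and TRPV4-KO itself differed with the sex reads for 10 genes by an interaction term (1213 at an unadjusted p under 0.05), including Serpina1e, Cyp17a1 and Angptl4. Of the 18 terms, 2 had as many interaction genes, and the other had 671. As the term sets single livers apart, this cannot be told apart from a difference between individual livers.
In PSCs, the list of myofibroblast (myCAF) markers had a normalized enrichment score of -2.57 with Yoda1, with 1 of 21 genes higher. The type I interferon list had a score of 2.09, with 16 of 17 genes higher, and the cell proliferation list a score of -2.00, with 0 of 20 genes higher. Against random lists matched on GC content, length and expression level, the largest p of the 3 lists was 2e-04, the smallest that 10000 lists can give. The medians of 3 of the 3 lists moved the same way in all 3 preparations. For proliferation, the third preparation moved most, with a median log2 fold change of -0.79 against -0.24 and -0.14, and without Yoda1 replicate 3 the score was -1.23, which did not pass the threshold. Of the 4 splits that part all pairs, 1, the real one, gave as many genes as Yoda1 against DMSO, and the others gave 0. This count is of single genes and not of the lists, and with 10 splits in all it cannot tell the real split from chance.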

How the results depend on the processing

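For genes higher and lower in WT than in TRPV4-KO livers, 23 and 17 as reported, DESeq2 gave 363 and 119, no filter on low counts 100 and 40, the replicate block 351 and 78, only the 2 groups compared 11 and 9, and glmTreat 4 and 2. The sex term gave 252 and 73 and DESeq2 with only the 2 groups compared gave 345 and 126, and both were added after the data had been seen. For WT against GSK219, 0 and 0 as reported (1242 at an unadjusted p under 0.05), DESeq2 gave 64 and 10, no filter 7 and 1, the replicate block 9 and 0, only the 2 groups compared 2 and 0, the sex term 2 and 2, and DESeq2 with only the 2 groups compared 136 and 11. Genes higher in WT in both comparisons numbered 58 with DESeq2, 7 without the filter, 9 with the replicate block, 2 with the sex term and 99 with DESeq2 on only the 2 groups compared, against 0 as reported. The 15 genes between TRPV4-KO and GSK219 became 89, 38, 6, 34 and 81 with DESeq2, no filter, glmTreat, the sex term and DESeq2 on only the 2 groups compared.
Over-represented families for TRPV4-KO, 0 as reported, numbered 12 with DESeq2, 1 without the filter, 11 with the replicate block, 11 with the sex term, 13 with DESeq2 on only the 2 groups compared and 14 by camera. For GSK219 they numbered 5 with DESeq2, 1 with the replicate block, 1 with the sex term, 10 with DESeq2 on only the 2 groups compared and 14 by camera, against 0.
With one liver left out in turn, genes higher in WT than in TRPV4-KO ranged from 7 to 573 and genes lower from 4 to 149 across 3 fits. For GSK219 they ranged from 0 to 2 and from 0 to 0, genes between TRPV4-KO and GSK219 from 8 to 79, genes higher in both comparisons from 0 to 2, and families from 0 to 9 for TRPV4-KO and from 0 to 0 for GSK219. Fits without a WT liver leave 1 WT liver and gave no calls.
For PSCs, 111 genes higher and 119 lower as reported became 252 and 200 with the replicate block, 331 and 374 by the adjusted p alone, and 0 and 0 by limma's test against the fold-change threshold (3435 at an unadjusted p under 0.05 without it). DESeq2 gave 209 higher. edgeR on the recovered reads with the replicate block, added after the data had been seen, gave 273 and 198. With one library left out, the numbers ranged from 8 to 113 and from 17 to 167. The score of the IL-6/JAK/STAT3 list ranged from -0.99 to 1.47, reversed at -0.99 without DMSO replicate 1, and that of the inflammatory response list from -1.56 to 1.36, reversed at 1.05, 1.03 and 1.36.
In settings that kept every library, log2 fold changes of WT against GSK219 near 0 reversed for Gm8730 at -0.014, Hmga1 at -0.060 and Rplp0 at -0.027 with the replicate block, and Rplp0 at -0.00696 without the filter. Xist reversed from 0.69 to -0.11 with the sex term. Between TRPV4-KO and GSK219, Xist reversed from 0.16 to -0.12 with the sex term and to -0.23 with the replicate block. With one library left out, log2 fold changes of WT against GSK219 ranged from -0.29 to 0.13 for Gm12247, from -0.13 to 0.30 for Hmga1 and from -0.31 to 0.091 for Sae1. Gm8730 ranged from -0.0048 to 0.080 in the same comparison. Xist, present in 1 liver per group, ranged from -11.23 to 12.05 against TRPV4-KO. In PSCs, Il6 ranged from -0.44 to 0.16, Cd74 from -0.31 to 0.54, Cxcl1 from -0.14 to 0.90, Cyp1b1 from -0.50 to 0.033 and Lif from -0.35 to 0.25.
For log2 fold changes of single genes in settings that kept every library, 508 liver values and 279 PSC values kept their direction and side of the threshold, 62 liver values became stronger, and 13 liver and 9 PSC values became weaker. With one library left out, 318 liver and 152 PSC values kept both, 9 and 1 became stronger, 39 and 42 weaker, and 6 and 9 reversed. A further 8 liver values were classed only as moved. The cause was not tested for any of these changes.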

Differences from the paper's values

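The paper gives 344 genes higher in WT than in TRPV4-KO livers, and 23 were found. Of the alternatives set before the data were examined, DESeq2 in place of edgeR gave 363 and the replicate block gave 351, both within 1.5-fold of the paper's number, and the others were not: RLE normalization gave 25, no filter on low counts 100, only the 2 groups compared 11, the test against the fold-change threshold 4, no genes on chromosomes X and Y 23, the adjusted p alone 25, and the fits that each left out one TRPV4-KO liver 7 to 573. The sex term, with 252, and DESeq2 with only the 2 groups compared, with 345, were also within 1.5-fold of it, and both were chosen after seeing the values.
The paper's Fig. 3A shows about 130 genes lower in WT, read by eye, and 17 were found. DESeq2 gave 119 and the fit without TRPV4-KO replicate 3 gave 149, and the other alternatives set before the data were examined did not close the gap. DESeq2 with only the 2 groups compared gave 126 and was chosen after seeing the values.
The paper's Fig. 6A shows about 140 genes higher in WT than in GSK219 livers, read by eye, and 0 were found (1242 at an unadjusted p under 0.05 in either direction). None of the alternatives set before the data were examined closed the gap, and the largest value, by DESeq2, was 64. DESeq2 with only the 2 groups compared gave 136 and was chosen after seeing the values. For genes lower in WT, Fig. 6A shows about 11, read by eye, and 0 were found. DESeq2 gave 10, and DESeq2 with only the 2 groups compared, chosen after seeing the values, gave 11.
The paper names Saa1, S100a9, Mpo, Elane and Ccl6 among the genes higher in WT than in TRPV4-KO, and these did not pass the threshold over all genes tested, though their log2 fold changes had the paper's direction. All of them passed with DESeq2, without TRPV4-KO replicate 3 and, chosen after seeing the values, with the sex term and with DESeq2 on only the 2 groups compared. S100a9, Mpo, Elane and Ccl6 also passed with the replicate block, Mpo and Elane without the filter on low counts, and Saa1 with only the 2 groups compared. The paper also gives Mmp8 as differing, and it passed only without TRPV4-KO replicate 3 among the settings run. For GSK219, the paper describes the same genes as affected, and 0 of the 9 passed. All 9 passed with DESeq2 and, chosen after seeing the values, with DESeq2 on only the 2 groups compared. S100a8, S100a9 and Mpo passed with the replicate block, S100a8 and Cd177 without the filter on low counts, Saa1 and Saa2 without GSK219 replicate 2, and S100a8 with only the 2 groups compared and with the sex term, which was chosen after seeing the values.
None of the families written to match the paper's ontology terms for chemotaxis, the extracellular matrix and cytokines was over-represented here in either comparison. These families are not the paper's terms, and for TRPV4-KO they were tested on 23 called genes, where the paper has 344. For GSK219 no gene was called, so the test could not have found a family. With DESeq2, 12 families were over-represented for TRPV4-KO and 5 for GSK219, with the replicate block 11 and 1, and by camera 14 in each. For TRPV4-KO, 1 family was over-represented without the filter on low counts and 9 without TRPV4-KO replicate 3. Chosen after seeing the values, the sex term gave 11 and 1, and DESeq2 with only the 2 groups compared 13 and 10.
The paper gives the 2 Hallmark sets as raised by Yoda1 in stellate cells. The lists scored here were written from general knowledge and are not those sets, so the scores do not test the paper's result itself. The IL-6/JAK/STAT3 list had a score of 1.22, which did not pass the threshold, and the inflammatory response list had a score of -0.96. The latter was above 0 without DMSO replicate 1 (1.05), without DMSO replicate 3 (1.03) and without Yoda1 replicate 1 (1.36), and passed the threshold in none of these. It did pass without Yoda1 replicate 3, at -1.56, against the paper's direction.
The paper reports no differences between the sexes of its mice, as a general statement without liver expression values. In the liver libraries, 524 genes differed by the sex term, which was chosen after seeing the values. The term sets 1 liver per group apart, and this number was not obtained for other such terms. It therefore does not test the paper's statement.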

Other observations

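The tests of GC content and gene length, and the test of the region around Trpv4 with DESeq2, were chosen only after the result was seen, and the others in this part before.
Of the 40 genes that differed between WT and TRPV4-KO livers, 7 lie within 20 Mb of Trpv4, which is 1.98% of the 353 tested genes there against 0.224% elsewhere (one-sided Fisher's exact test, p = 3.4e-05). Among them are Rplp0, Pebp1, Kdm2b, Acad10 and Crlf2. These genes may differ because they were inherited with the Trpv4 mutation. Between WT and GSK219, 0 genes were called in this region and 0 elsewhere (1242 at an unadjusted p under 0.05). DESeq2 with only the 2 groups compared, added after the data had been seen, called 3 of 344 tested genes in the region and 144 of 14173 elsewhere between WT and GSK219 (one-sided Fisher's exact test, p = 0.68). Between WT and TRPV4-KO it called 19 of 336 and 452 of 13694 (one-sided Fisher's exact test, p = 0.019).
Of 5 sex-linked genes, 0 separated WT from TRPV4-KO livers and 0 separated WT from GSK219 livers. As each group held 1 liver with Xist reads, this says nothing of the unequal shares, 1 of 2 in WT against 1 of 3 in the other groups. The largest Spearman correlation across genes of the log2 fold change with GC content or gene length was 0.095 between WT and TRPV4-KO, 0.101 between WT and GSK219 and 0.045 between Yoda1 and DMSO.
The comparisons of TRPV4-KO and of GSK219 with WT used the same 2 WT livers. With different WT livers for each, the log2 fold changes correlated by 0.19 across genes, against 0.82 with the same liver. The similarity of the comparisons may come in part from the shared WT livers, but the 2 WT livers also differ in their sex reads, so this contrast does not part sharing from sex.
Genes of immature granulocyte granules rose more in WT than genes of mature neutrophils, with median log2 fold changes of 4.74 and 2.41 between WT and TRPV4-KO, a difference of 2.33 (one-sided permutation test of list membership, p = 0.0015). The macrophage list rose by 1.34, with 16 of 16 genes higher. The T and NK cell list had a median of 0.37, with 10 of 12 genes higher (adjusted p = 0.42 by camera). The B cell list had a median of -0.97 (adjusted p = 0.18 by camera). Against GSK219, the T and NK cell list rose by 0.50, with 12 of 12 genes higher (adjusted p = 0.095 by camera), and the B cell list had a median of 0.14, with 5 of 9 genes higher. The ductal and tumor epithelial list had a median of 0.34 against TRPV4-KO, with 7 of 11 genes higher (adjusted p = 0.23 by camera), and of 0.34 against GSK219, with 9 of 11 higher (adjusted p = 0.069 by camera). Immature granulocytes are a candidate explanation for part of the neutrophil signal. Genes are not independent replicates, and no cells were counted.
Acute-phase genes were higher in WT in both comparisons, with median log2 fold changes of 0.94 against TRPV4-KO and 0.96 against GSK219, and 26 of 27 genes higher in each.
In mouse PSCs, Il6 had a log2 fold change of -0.12 with Yoda1 (adjusted p = 0.85 by limma), Il11 of 0.83 (adjusted p = 0.31), Acta2 of -1.70 (adjusted p = 0.016) and Fap of 0.70 (adjusted p = 0.074). Mme, which encodes CD10, had a log2 fold change of -0.72 (adjusted p = 0.17 by limma) and was lower in 3 of 3 preparations, while the paper reports CD10 raised in human PSCs. Il11 and Fap were higher in 3 of 3 preparations and Il6 in 1 of 3. In the authors' deposited comparison the adjusted p was 0.0030 for Mme, 6.0e-22 for Il11, 0.00048 for Fap and 0.71 for Il6. With the preparation as a block, the log2 fold changes were identical and the adjusted p was 0.0011 for Il11, 0.031 for Fap and 0.076 for Mme. Over all settings but the test against the fold-change threshold, it ranged from 0.00079 to 0.63 for Il11, from 0.0077 to 0.25 for Fap and from 0.010 to 0.38 for Mme. C5ar2 and Gfap were not tested. The list of inflammatory fibroblast (iCAF) markers, a phenotype the paper reports for human PSCs, had a normalized enrichment score of -1.52 (adjusted p = 0.12 from fgsea's permutation test), with 7 of 17 genes higher. Over all fgsea settings the score ranged from -1.63 without the filter to 1.05 with the replicate block, and its adjusted p from 0.030 to 0.43. Against random lists matched on GC content, length and expression level, the permutation p of its median was 0.012. The macrophage list had a median log2 fold change of -0.29 with Yoda1, and of -0.43, -0.56 and 0.13 in the 3 preparations. Cd68 was higher in 3 of 3 preparations (log2 fold change 0.75, adjusted p = 0.24 by limma).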
